# Transcriptional landscapes of emerging autoimmunity: transient aberrations in the targeted tissue’s extracellular milieu precede immune responses in Sjögren’s syndrome

**DOI:** 10.1186/ar4362

**Published:** 2013-10-31

**Authors:** Nicolas Delaleu, Cuong Q Nguyen, Kidane M Tekle, Roland Jonsson, Ammon B Peck

## Abstract

**Introduction:**

Our understanding of autoimmunity is skewed considerably towards the late stages of overt disease and chronic inflammation. Defining the targeted organ’s role during emergence of autoimmune diseases is, however, critical in order to define their etiology, early and covert disease phases and delineate their molecular basis.

**Methods:**

Using Sjögren’s syndrome (SS) as an exemplary rheumatic autoimmune disease and temporal global gene-expression profiling, we systematically mapped the transcriptional landscapes and chronological interrelationships between biological themes involving the salivary glands’ extracellular milieu. The time period studied spans from pre- to subclinical and ultimately to onset of overt disease in a well-defined model of spontaneous SS, the C57BL/6.NOD-*Aec1Aec2* strain. In order to answer this aim of great generality, we developed a novel bioinformatics-based approach, which integrates comprehensive data analysis and visualization within interactive networks. The latter are computed by projecting the datasets as a whole on *a priori*-defined consensus-based knowledge.

**Results:**

Applying these methodologies revealed extensive susceptibility loci-dependent aberrations in salivary gland homeostasis and integrity preceding onset of overt disease by a considerable amount of time. These alterations coincided with innate immune responses depending predominantly on genes located outside of the SS-predisposing loci *Aec1* and *Aec2*. Following a period of transcriptional stability, networks mapping the onset of overt SS displayed, in addition to natural killer, T- and B-cell-specific gene patterns, significant reversals of focal adhesion, cell-cell junctions and neurotransmitter receptor-associated alterations that had prior characterized progression from pre- to subclinical disease.

**Conclusions:**

This data-driven methodology advances unbiased assessment of global datasets an allowed comprehensive interpretation of complex alterations in biological states. Its application delineated a major involvement of the targeted organ during the emergence of experimental SS.

## Introduction

Common to autoimmune diseases is a long and clinically silent phase. As a consequence, affected individuals are diagnosed only after immune system–mediated functional deficiencies of the affected tissues result in overt disease [1,2]. Hence, owing to the unavailability of human specimens reflecting subclinical disease stages, understanding of the molecular basis of autoimmunity is skewed toward late and overt disease phases. To conclusively assign etiological relevance to any biological process altered in such specimens is difficult, considering the causality dilemma. Nevertheless, stratifying the chronology of these events is crucial in estimating whether genetic predisposition to develop a specific autoimmune disease might also involve genes associated with tissue development and homeostasis or if the genes exclusively cluster in processes associated with specific phases of innate adaptive immune maturation [3-5].

One approach to delineate, and to a certain extent stratify, the molecular events associated with subclinical phases of autoimmune diseases is the use of adequate experimental models [6,7]. For this purpose, a suitable experimental strain must, in correspondence with humans, develop its relevant autoimmune phenotype over an extended period of time and in the context of its genetic background. C57BL/6.NOD-*Aec1Aec2* mice fulfill these criteria as a model of primary Sjögren’s syndrome (SS) because they develop, in the absence of other inflammatory conditions, all major features relevant to the diagnosis of SS in humans spontaneously and over a period of several months [7,8].

With a prevalence of 0.1% to 0.3% in the total population, SS is considered a relatively common autoimmune disease. It mainly involves the exocrine glands. Nearly all patients complain about persistent symptoms of dry mouth, and many present with hyposalivation. Severe disease outcomes also include disabling fatigue and development of non-Hodgkin’s lymphoma. To date, all therapies tested have been ineffective in reversing the course of SS [9,10]. Similar to patients with systemic lupus erythematosus, a subpopulation of individuals with SS exhibit a type 1 IFN signature, suggesting that a viral agent may be involved in triggering the disease [11]. As a consequence, studies designed to discover genetic associations have focused either on innate immunity [12] or on genes that might explain the dominant role of B cells in the pathogenesis of SS [10]. Unfortunately, these studies have yet to yield results that allow estimation of an individual’s risk of developing SS.

Histological evaluations of minor salivary glands (SGs) obtained from patients with SS commonly show focal inflammation that may coincide with epithelial cell atrophy and the presence of adipose tissue and fibrosis. Morphologically, these glands may also display structural disorganization, including loss of cell–cell and cell–extracellular matrix (ECM) adhesion [13,14]. However, organizing these findings chronologically and conclusively as etiological, pathogenic or bystander processes has not yet been possible [9].

Thus, the aim of this study was to delineate the transcriptional landscape associated with the extracellular milieu (EM) of the SGs during spontaneous emergence of experimental SS. The global scope of our aim favors integration over reduction and is ideally based on a data-driven approach that ensures impartial interpretation of data sets as a whole. For this purpose, we developed a novel data analysis pipeline that combines gene set enrichment analyses (GSEAs) [15], leading edge (LE) analyses [15] and Markov cluster algorithm (MCL) clustering [16] for analysis of biological states. This set of data analyses formed the basis for computation of interactive networks within the Cytoscape software suite (National Institute of General Medical Sciences, Bethesda, MD, USA) [17] and design of an advanced visualization methodology. By exploiting this approach, we sought to significantly improve our ability to analyze such “-omics” data sets comprehensively and systematically and, in turn, to minimize the introduction of personal bias.

## Methods

### Animals

C57BL/6.NOD-*Aec1Aec2* and C57BL/6 male mice were bred and maintained under specific pathogen-free conditions at the Department of Pathology mouse facility at the University of Florida, Gainesville, FL, USA. To dissect the SGs, mice were killed by cervical dislocation after deep anesthetization. All procedures were approved by the University of Florida’s Institutional Animal Care and Use Committee (protocols B317-2007 and 2008011756).

### Isolation of RNA from salivary glands

Total RNA was isolated according to the protocol described in detail elsewhere [18]. When the mice were 4, 8, 12 and 16 weeks of age, the SGs free of lymph nodes were excised in parallel from five C57BL/6.NOD-*Aec1Aec2* and five C57BL/6 mice, then snap-frozen in liquid nitrogen. Total RNA from each mouse was isolated concurrently using the RNeasy Mini Kit (QIAGEN, Valencia, CA, USA), then RNA concentrations and purities were evaluated using UV spectroscopy. The ratio of absorbance (260 nm and 280 nm) of the RNA samples averaged 1.976. Subsequently, each sample was hybridized separately on a GeneChip Mouse Genome 430 2.0 Array and 3′ IVT Express Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer’s instructions (annotation: build 32; 6 September 2011). Microarrays were assessed using Affymetrix Expression Console Software 1.1 without changing the default settings (Affymetrix), and the data quality was deemed adequate for further analyses.

### Submission of data to Gene Expression Omnibus

All the data sets reported herein have been deposited and are publicly available in the Gene Expression Omnibus [GSE15640, GSE36378].

### Verification of microarray data

In addition to the experiments performed to validate the quality of the microarray data presented previously [19,20], verification experiments were expanded to include groups of genes in accordance with the specific aims of this study. Real-time polymerase chain reactions (PCRs) were carried out using the Extracellular Matrix & Adhesion Molecules PCR Array (PAMM-013Z; SABiosciences, Valencia, CA, USA) and the PI3K-AKT Signaling PCR Array (PARN-058Z; SABiosciences) according to the instructions provided by the manufacturer. These arrays were analyzed using RT^2^ Profiler PCR Array Data Analysis software (SABiosciences) to calculate the fold changes in gene expression occurring within the respective time periods. These data were subsequently plotted against the values yielded by the GeneChip Mouse Genome 430 2.0 Array and 3′ IVT Express Kit array (Additional file 1: Figures S1A to S1C) and subjected to correlation analyses (Additional file 1: Figure S1D).

### Data analysis pipeline

A flow diagram of the data analysis pipeline is depicted in Figure 1.

**Figure 1:**
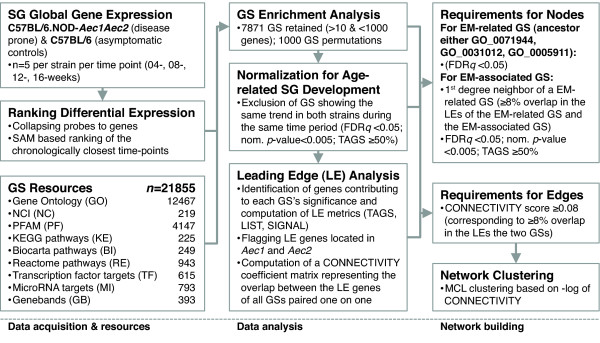
**Schematic representation of the data analysis and data visualization pipeline.** Designed for unbiased mapping of alterations in the transcriptional landscape of the extracellular milieu (EM). CONNECTIVITY, degree of overlap in LE-members between the GSs the edge is connecting; FDR, false discovery rate; GS, gene set; KEGG, Kyoto Encyclopedia of Genes and Genomes; LE, leading edge; LIST, percentage of genes in the ranked gene list before (for positive enrichment score (ES)) or after (for negative ES) the peak in the running ES (indication of where in the list the enrichment score is attained); MCL, Markov cluster algorithm; NCI, National Cancer Institute database; PFAM, Pfam protein families database [21]; SAM, significance analysis of microarrays; SG, salivary gland; SIGNAL, ES strength that combines LIST and TAGS; TAGS, percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, (indicates percentage of genes contributing to ES).

### Normalization of microarray probe cell intensity files

Probe cell intensity files (.CEL) were quantile-normalized and underwent general background correction. Control metrics were generated and passed for each array (Robust Multichip Analysis performed with Affymetrix Expression Console Software 1.1; Affymetrix). Genes covered by multiple probes on the microarray chip were collapsed to genes by selecting the probe yielding the highest signal (J-Express 2009 software; MolMine AS, Hafrsfjord, Norway).

### Ranking differential gene expression between two biological states

To identify coordinated and significant changes between the two chronologically closest time points from each strain, the collapsed gene lists (21,673 genes) were ranked based on the observed relative difference upon performing significance analysis of microarrays (SAM) in J-Express 2009. SAM makes no assumption about the distribution of the data and effectively introduces a nonarbitrary fold increase criterion, thus superseding the introduction of a subjective fold-change threshold. These ranked lists were loaded into the GSEA v2.07 database (Broad Institute, Cambridge, MA, USA).

### Compilation of gene sets for gene set enrichment analysis

A gene set (GS) is an *a priori*-defined groups of genes compiled, curated and annotated to reflect one specific trait that its members share, such as they are all collagens [15]. The first GSs compiled for this study were extracted from the following bioinformatics resources as described previously [22]: (1) Gene Ontology (GO) (*n* = 12,467), (2) National Cancer Institute (NC) (*n* = 219), (3) PFAM (PF) (*n* = 4,147) and (4) Kyoto Encyclopedia of Genes and Genomes (KE) (*n* = 225). Using the WhichGenes 1.0 GS building tool [23], we compiled the remaining GSs from (5) BioCarta pathways (BC) (*n* = 249), (6) Reactome pathways (RE) (*n* = 943), (7) transcription factor (TF) binding motifs (mouse orthologs were inferred from human genes) (*n* = 615), (8) microRNA binding motifs as defined in the miRDB database (http://mirdb.org/miRDB/) (MI) (*n* = 793) and (9) close genomic localization (Ensembl genes in bands resource) (GB) (*n* = 393). All GSs (*N* = 21,855) were downloaded between 14 and 20 August 2011.

### Running gene set enrichment analysis and identification of leading edge genes

GSEA aids in overcoming the analytical challenges posed by pleiotropy, as genes are assigned to GSs that represent each of their traits, and by the fact that biological processes commonly depend on a coordinated change in the expression of several genes [15]. Statistical analyses are performed for each GS by assessing the expression pattern formed by its members within the entire data set (21,673 genes). Thus, an asymmetrical distribution skewed significantly to the overexpressed end of the ranked list signifies significant enrichment. In contrast, such an asymmetrical distribution indicates significant depletion in cases where the expression pattern of the GS is skewed significantly to the underexpressed end of the ranked list. This step of computational interpretation based on *a priori*-defined and consensus-based biological knowledge without setting arbitrary cutoffs, such as fold change or significance level, prevents the introduction of bias and increases the robustness and comparability of results. GSEA was performed for GSs larger than 10 and smaller than 1,000 (7,871 of 21,855 GSs retained). Permutation number was deemed adequate at 1,000 iterations, and default values were used for all other parameters.

LE analysis identifies the genes of each GS that appear in the ranked list at or before the point at which the running sum reaches its maximum deviation from zero. Hence, genes assigned to a GS’s LE (LE genes) are the genes accounting for the individual GS significant enrichment or depletion signal [15]. LE analyses were computed after GSEA using GSEA v2.07.

### Subtraction of alterations associated with age-related salivary gland development

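In salivary glands of C57BL/6 mice, 593 genes were higher and 752 were lower at 8 than at 4 weeks of age, with 5 mice at each age. The side with more genes depended on the test, as 3082 were higher and 2820 lower at an unadjusted p under 0.05, 3024 and 2383 by the q-value of SAM, and 805 and 651 with the mean of probe sets. Klk1b5, a kallikrein of the granular convoluted tubules, rose by 1.76 on the log2 scale from 4 to 8 weeks (standard error 0.40, adjusted p = 0.0262 from limma). Col3a1 fell by 2.21 over the same period (standard error 0.34, adjusted p = 0.00445 from limma), and Postn fell by 1.45 (standard error 0.19, adjusted p = 0.0028 from limma). Ret fell by 1.53 from 4 to 8 weeks (adjusted p = 0.0028 from limma), rose by 1.64 from 8 to 12 weeks (adjusted p = 0.00189) and fell by 1.06 from 12 to 16 weeks (adjusted p = 0.0353). It was the 1 gene that passed the test from 8 to 12 weeks, when 2015 genes were higher and 1409 lower at an unadjusted p under 0.05. In this period 274 genes passed when only the arrays of the 2 ages were fitted, 1667 by the q-value of SAM and 0 with the mean of probe sets.
From 12 to 16 weeks, 34 genes were lower and 1 was higher, Tmem82, against 1164 genes in all with array weights and 18 with the mean of probe sets. Psat1 fell by 3.29 in this period (standard error 0.35, adjusted p = 0.000151 from limma) and by 2.31 from 4 to 8 weeks (adjusted p = 0.00445 from limma), with a log2 fold change of 2.10 between these periods, from 8 to 12 weeks (adjusted p = 0.0671 from limma). The clock genes Dbp, Tef and Nr1d2 fell from 12 to 16 weeks by 2.43, 1.42 and 1.47 (adjusted p = 0.0054, 0.0122 and 0.0477 from limma), the 3 of 17 measured clock genes that were lower, and 0 were higher by limma (8 lower and 2 higher when adjusted over the list alone). Only 1 of 3 probe sets of Tef and 1 of 2 of Nr1d2 had a negative sign in this period. Nr1d1 and Bhlhe41 did not pass the test, with log2 fold changes of 0.11 and 0.39 (adjusted p = 0.804 and 0.266 from limma). Gpr155, Azin1 and Usp2 fell by 2.499, 2.23 and 2.19 (adjusted p = 0.0054, 0.0184 and 0.00182 from limma). Among called genes whose values at 4 and 8 weeks did not overlap, the 10 largest rises were those of Klk1b5, Klk1b21, A830082N09Rik, Tmem59, Hsd3b2, Dmtf1, Krtap5-5, Defa3, Ifi209 and Myf6. The 10 largest falls were those of Phyh, 2310057J18Rik, Psat1, Ddit4, Col3a1, Asph, Gpt2, H1f2, Naca and Herpud1. Phyh fell by 2.69 (standard error 0.60, adjusted p = 0.0248 from limma). The 5 mice at 8 weeks did not overlap the 5 at 4 weeks in 5.75% of genes, against the 0.79% that chance gives for a single gene. The share was 5.34% from 8 to 12 weeks, where 1 gene passed the test, and 2.65% from 12 to 16 weeks. Genes are not independent of each other, so these shares cannot be judged against 0.79%.
From 4 to 12 weeks 17 genes passed the test, 12 higher and 5 lower.
The kallikreins Klk1b1, Klk1b5, Klk1b16 and Klk1b21 had positive log2 fold changes from 4 to 8 and from 8 to 12 weeks, but they did not pass the test in the later period. The 10 measured products of the granular convoluted tubules had a median log2 fold change of 0.745 from 4 to 8 weeks (4 of 10 higher, 5 when adjusted over the list alone) and of 1.22 from 8 to 12 weeks (0 higher over all genes tested by limma, 9 when adjusted over the list alone). From 12 to 16 weeks their median was -0.98 (0 lower over all genes tested by limma, 7 when adjusted over the list alone). Klk1b1, Klk1b16 and Klk1b21 rose from 4 to 8 weeks by 1.09, 1.71 and 1.29 (adjusted p = 0.0336, 0.0381 and 0.0319 from limma). Genes of the endoplasmic reticulum stress and secretory pathway had a median of -0.92 from 4 to 8 weeks (9 of 26 lower, 16 when adjusted over the list alone), and mitochondrial oxidative phosphorylation genes a median of -0.77 (5 of 78 lower, 6 when adjusted over the list alone). Fibroblast genes had a median of -0.30 (4 of 19 lower, 5 when adjusted over the list alone). B cell genes had a median of 0.38 (1 of 18 higher, 4 when adjusted over the list alone), and T and NK cell genes a median of 0.21 (3 of 27 higher, 7 when adjusted over the list alone). With the spread of signal of the arrays as a covariate, chosen after seeing the data, the median from 4 to 8 weeks turned to 0.15 for oxidative phosphorylation genes (adjusted p = 0.57 from limma's camera), and B cell genes had 0.20 and T and NK cell genes 0.11 (adjusted p = 0.133 and 0.57). Tubule products, fibroblast genes and secretory pathway genes had 1.39, -0.36 and -0.21 with this covariate and were still called. Of 36 lists of genes fixed before the data were examined, 11 were called in each of the 3 periods by limma's camera with a preset correlation of 0.01. With an estimated correlation 0 were called in any period, and the lowest adjusted p was 0.52 from 4 to 8 weeks, 0.36 from 8 to 12 weeks and 0.12 from 12 to 16 weeks. Limma's fry called 5 of these 11 lists from 4 to 8 weeks, 2 from 8 to 12 weeks and 2 from 12 to 16 weeks, and it did not call tubule products or oxidative phosphorylation genes from 4 to 8 weeks (adjusted p = 0.133 for each).
The count of genes depended on single mice in each period. From 4 to 8 weeks it was 2 when only the arrays of the 2 ages were fitted, and it ranged from 14 to 2694 when 1 mouse was left out.

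**Figure D1:**
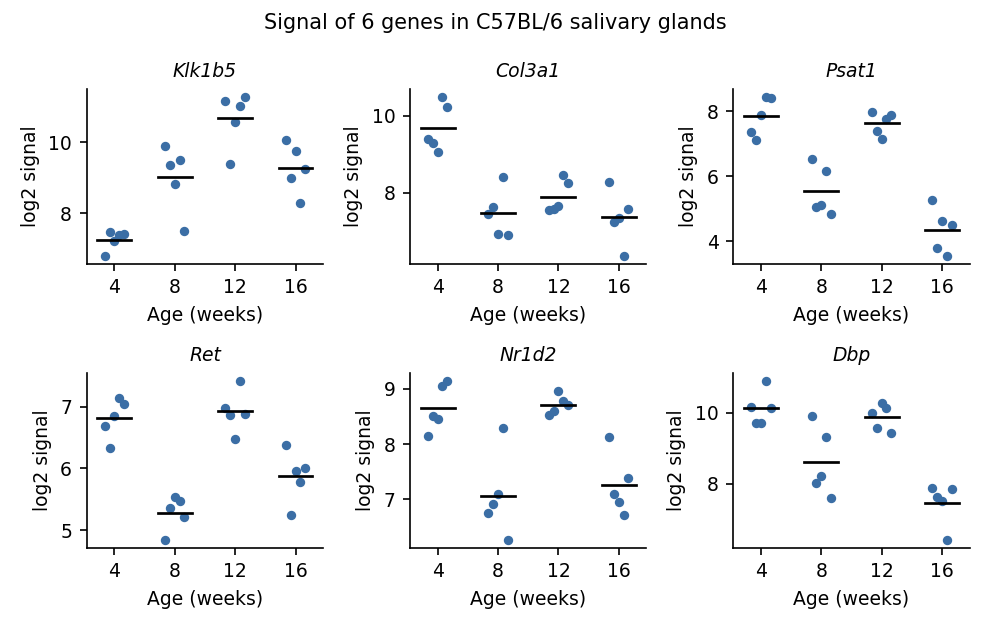
Log2 signal (vertical axis) of Klk1b5, Col3a1, Psat1, Ret, Nr1d2 and Dbp against age in weeks, with 1 point per mouse and a line at the mean of 5 mice. Ret was lower at 8 and 16 weeks than at 4 and 12 weeks, and Klk1b5 was highest at 12 weeks.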

To normalize for changes in gene expression associated with normal SG activities, we discarded GSs that yielded significant enrichment or depletion in both strains in parallel and over the same period of time (false discovery rate (FDR) <0.05, nominal *P*-value <0.005, TAGS ≥ 50% in C57BL/6 mice) from all subsequent analyses (Figure 2A; parallel). Reciprocal changes over the same period of time (for example, enriched in C57BL/6.NOD-*Aec1Aec2* while depleted in C57BL/6 mice) were retained and, together with GSs uniquely altered in C57BL/6.NOD-*Aec1Aec2* mice (Figure 2A; exclusive), selected for network building.

**Figure 2:**
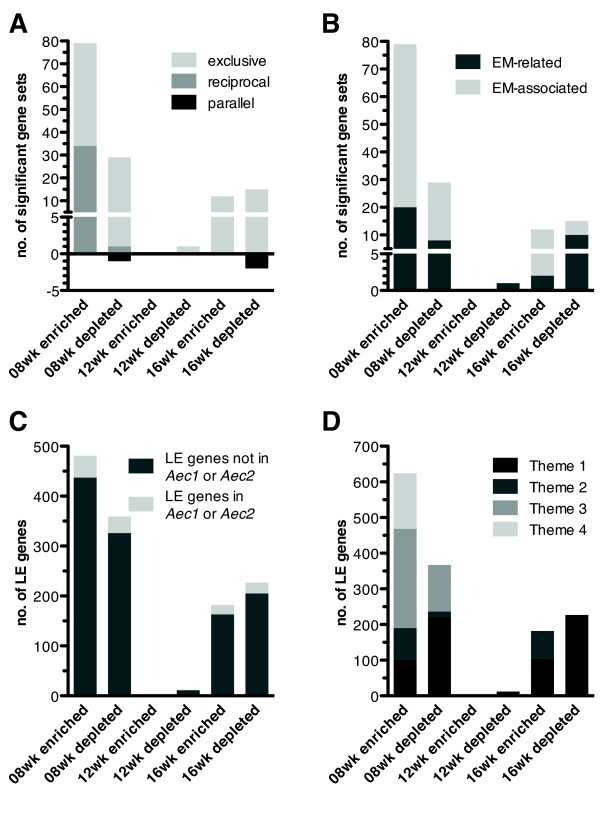
**Extent of significant alterations during emergence and onset of overt Sjögren’s syndrome. (A)** Number of exclusive GSs (GSs yielding significance in C57BL/6.NOD-Aec1Aec2 mice only), reciprocal GSs (GSs yielding significance in C57BL/6.NOD-Aec1Aec2 and C57BL/6 mice, but with opposite trends) and parallel GSs (GSs yielding significance in C57BL/6.NOD-Aec1Aec2 mice and C57BL/6 mice with the same trend (excluded)). **(B)** Number of extracellular milieu(EM)-related and EM-associated gene sets (GSs) significantly altered for each time period. **(C)** Number of leading edge (LE) genes underlying the changes displayed in **(A)**, categorized with respect to localization inside or outside the susceptibility regions *Aec1* and *Aec2*. **(D)** Number of LE genes underlying each of the major biological themes.

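In C57BL/6 mice, LE genes of the GSs in Figure 2 were called in each of 3 periods, of which neighbouring ones share the 5 arrays of 1 age. From 8 to 12 weeks, 17 of 69 lists of LE genes from GSs enriched at 8 weeks in C57BL/6.NOD-Aec1Aec2 mice were enriched in C57BL/6 mice. Of these 17, 9 came from 32 reciprocal GSs and 8 from 37 exclusive GSs. The strongest were the actin filament bundle list, with a normalized enrichment score of 2.35 (adjusted p = 0.00234 by preranked GSEA), and the stress fiber list, with 2.34. From 12 to 16 weeks, 8 of the 69 lists were depleted, 4 of them reciprocal and 4 exclusive, and 68 had a negative score. The list of E-cadherin signaling in the nascent adherens junction had a score of -2.07 (adjusted p = 0.00717 by preranked GSEA).
Of 21 lists from GSs depleted at 8 weeks, 14 had a positive score from 4 to 8 weeks and 18 a negative score from 8 to 12 weeks. The 7 lists with a negative score from 4 to 8 weeks were all among the 10 of ECM turnover. From 12 to 16 weeks all 21 had a positive score and 0 were called. From 4 to 8 weeks, 3 of the 7 neurotransmission lists were enriched, and the collagen list was depleted with a score of -2.08 (adjusted p = 0.00602). From 8 to 12 weeks 4 of the 7 neurotransmission lists and 1 of the 10 ECM turnover lists were depleted. Of 15 depleted and 12 enriched GSs at 16 weeks, 7 and 9 had lists that could be tested. Of these, 2 of 7 from depleted GSs were depleted in C57BL/6 mice from 12 to 16 weeks, and 0 of 9 from enriched GSs were called by preranked GSEA, although all 9 had a positive score.
Across genes, which are not independent replicates, the correlation of the relative difference with mean signal was -0.343 from 4 to 8 weeks, 0.385 from 8 to 12 weeks and -0.333 from 12 to 16 weeks. After this trend was removed, the stress fiber and actin filament bundle lists were still depleted from 4 to 8 weeks, and 0 of the lists called from 8 to 12 or from 12 to 16 weeks were still called by preranked GSEA. The calls of the neurotransmission and collagen lists were thus lost, and the score of the glutamate receptor activity list from 4 to 8 weeks turned to -0.715 with the spread of signal as a covariate. Camera with an estimated correlation called 0 of the 69 lists in each period. LE genes were chosen by the study in the other strain, so the lists are not a random sample of genes.

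**Figure D2:**
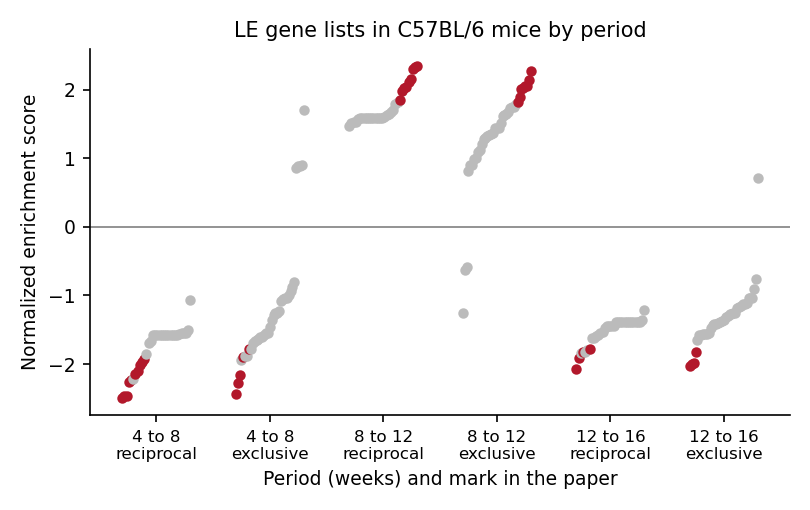
Normalized enrichment score (vertical axis) of 69 lists of LE genes from GSs enriched at 8 weeks, ordered by score within each period in weeks and mark. Filled red points were called depleted or enriched, and scores lie mostly below 0 in the first and last periods and above 0 from 8 to 12 weeks.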

### Network building

Network analysis is the study of a system that is depicted as connections (that is, edges) between discrete objects (that is, nodes). To define the EM, GSs that yielded a FDR less than 0.05 and had either GO_0071944 (cell periphery), GO_0031012 (ECM) or GO_0005911 (cell–cell junction) as an ancestor in the GO tree were selected and qualified as EM-related GSs.

GSs connected by an edge (≥8% of shared LE members) to an EM-related GS were qualified as an EM-associated process when they passed the significance criteria (FDR <0.05, nominal *P*-value <0.005, TAGS ≥50%). Defining the forces of attraction, the degree of overlap in LE members between the GSs also determined their position in the network computed using the edge-weighted, spring force–directed layout in Cytoscape 2.8.2 [17]. Cytoscape is an open source software platform utilized for visualizing complex networks and integrating these networks with any type of attribute data [17]. The connectivity parameter, defined by the degree of overlap in LE members between the GSs, could thereby also be applied as an edge weight for the subsequent MCL clustering [16] computed within Cytoscape. The clusters identified by the MCL are defined by simulating the stochastic flow within the networks [16].

## Results

### Extent of alterations across the three time periods

Application of the data analysis pipeline outlined in Figure 1 revealed that the most thematically diverse alterations specific for C57BL/6.NOD-*Aec1Aec2* mice, involving the most EM-related GSs and EM-associated GSs (Figure 2B), occurred between 4 and 8 weeks of age. 

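Salivary glands of C57BL/6 mice were profiled at 4, 8, 12 and 16 weeks of age on Affymetrix mouse genome arrays, with 5 mice at each age and 1 array per mouse. Arrays of C57BL/6.NOD-Aec1Aec2 mice were not analysed here. Xist had a log2 signal between 8.96 and 10.7 in the 20 arrays and lay above 96.3% of genes or more in each, although the mice were described as males. The Y-linked gene Eif2s3y had a signal between 2.07 and 2.97 and lay above 4.47% of genes at most. Kdm5d had a signal between 3.65 and 4.75 (percentiles 12.4 to 31.2), and Uty between 4.58 and 5.76 (percentiles 30.8 to 59.4).
The deposited values were log2 signals of 45101 probe sets, made by the authors with RMA in Expression Console. The paper and the labels do not state which arrays were normalized together, and the comparisons between ages take the 20 arrays as 1 set. RMA gives arrays normalized together the same distribution of probe signals, whereas the standard deviation of gene values lay between 1.55 and 1.90 in the arrays at 4 weeks alone, and whether these arrays were so normalized was not tested. For each of 18194 genes the probe set with the highest mean over the 20 arrays was used, out of 34958 probe sets with 1 gene symbol. Neighbouring ages were compared with limma over all 20 arrays, with Benjamini-Hochberg adjustment over all genes. For enrichment, genes were ranked by the relative difference of SAM between the arrays of 2 ages, and lists were called at the thresholds of the methods, with adjustment over the lists tested in a period. The number of arrays limits the precision.
The standard deviation of gene values lay between 1.382 and 1.9 in single arrays. The standard deviation of gene values within an array averaged 1.68 ± 0.145 (SD, n = 5 mice) at 4 weeks, 1.498 ± 0.0901 at 8 weeks, 1.64 ± 0.0273 at 12 weeks and 1.51 ± 0.139 at 16 weeks. It was lower at 8 than at 4 weeks (exact permutation test, two-sided, p = 0.0476, adjusted p = 0.214 over 9 tests) and higher at 12 than at 8 weeks (exact permutation test, p = 0.00794, adjusted p = 0.0715). The first principal component held 47.9% of the variance. Pearson correlations between arrays ranged from 0.792 to 0.983. Genes in the brightest decile had a median log2 fold change of -0.49 from 4 to 8 weeks, 0.50 from 8 to 12 weeks and -0.53 from 12 to 16 weeks. Genes in the dimmest decile had 0.18 from 4 to 8 weeks. The difference between the 3' and 5' probe sets of Gapdh was 2.37 ± 0.439 at 4 weeks and 2.43 ± 0.968 at 8 weeks (exact permutation test, p = 0.897).

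**Figure D3:**
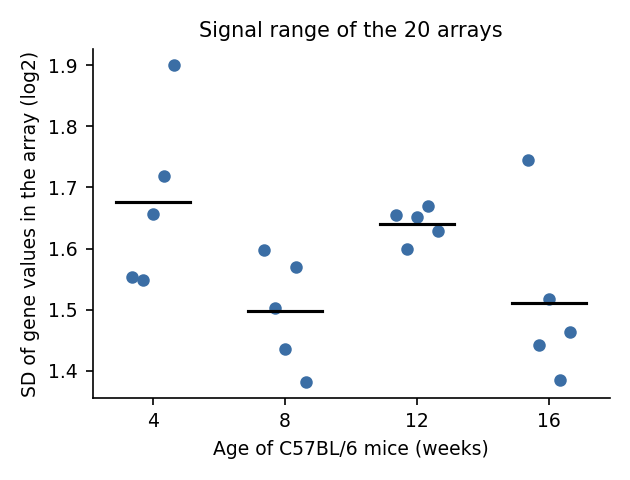
Standard deviation of gene values within each array (vertical axis, log2) against age in weeks, with 1 point per mouse and a line at the mean. Arrays at 12 weeks lie between 1.60 and 1.67, and those at 4 weeks between 1.55 and 1.90.

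**Figure D4:**
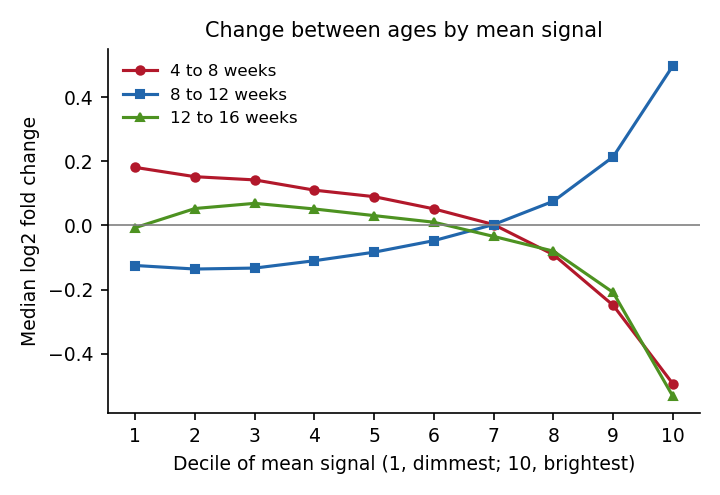
Median log2 fold change (vertical axis) of genes in each decile of mean signal (horizontal axis) for 3 periods. The brightest decile lies at -0.49, 0.50 and -0.53 in the order of the periods.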

The same was true for the number of genes accounting for the GSs’ significant enrichment or depletion, that is, LE genes (Figures 2C and 2D).

Significant enrichment at 8 weeks of age involved 79 GSs that depended on coordinated upregulation of 481 LE genes. Interestingly, 43% of these GSs were simultaneously becoming depleted in age-matched C57BL/6 mice (Figure 2A; reciprocal). 

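In C57BL/6 mice, LE genes of reciprocal GSs had a median log2 fold change of -0.37 from 4 to 8 weeks over 175 genes (5 mice at each age). As a group they were not called by camera with an estimated correlation (adjusted p = 0.353) or by fry (adjusted p = 0.0857). Of these 175 genes, 14 were lower and 1 was higher by limma (27 lower and 1 higher when adjusted over the list alone), and 143 had a negative log2 fold change. Septin7 fell by 1.45 (standard error 0.23, adjusted p = 0.00535 from limma) and Arhgap5 by 1.36 (standard error 0.27, adjusted p = 0.0185 from limma). Rac1 fell by 1.301 and Abi1 by 1.27 (adjusted p = 0.0246 and 0.0229 from limma). LE genes of exclusive GSs also had a negative median, -0.26 over 293 genes, with 17 lower and 3 higher (20 lower and 3 higher when adjusted over the list alone).
Of 69 lists of LE genes from GSs enriched at 8 weeks, 15 were depleted in C57BL/6 mice by preranked GSEA, or 21.7%, and 0 were enriched. Other splits of the 10 mice did not exclude chance for this count, and the highest other split called 34. Camera with an estimated correlation called 0 of the 69 lists. Among lists that the paper marks as reciprocal, 10 of 32 were depleted (31.2%) and all 32 had a negative normalized enrichment score. Among lists marked exclusive, 5 of 37 were depleted (13.5%), 32 had a negative score and the difference was 17.7 percentage points. The stress fiber list had the lowest score, -2.50 (20 genes, adjusted p = 0.00262), followed by the actin filament bundle and actomyosin lists with -2.47.
The reciprocal mark was given by the study on arrays of these ages and this strain, so the lower values of the reciprocal genes are not independent evidence. The medians of the reciprocal and of the exclusive genes both lay at the 0th percentile of 10000 random lists matched on mean signal, which had medians of -0.10 and -0.08. Camera called the reciprocal genes at an adjusted p of 2.2e-09 with a preset correlation, against an adjusted p = 0.353 with an estimated correlation. With the spread of signal of the arrays as a covariate, chosen after seeing the data, the median turned to 0.04 for reciprocal and 0.06 for exclusive genes (adjusted p = 0.55 and 0.599 from camera). Among mice of 1 age, the mean of the reciprocal genes above the median of the array followed the spread of signal (20 arrays, values centred on each age, Pearson r = 0.989), but so did 10000 random lists matched on mean signal (chosen after seeing the data, median r = 0.977, 95% of lists between 0.944 and 0.991), and the relation is thus not particular to these genes. When the trend on mean signal was removed, 2 of the 15 lists remained depleted. The pooled reciprocal genes kept a median of -0.22 without the trend and of -0.26 with cyclic loess, and camera with a preset correlation still called them (adjusted p = 0.000649 and 0.000316). The full GSs were not used here. From GSs with opposite trends in both strains, the paper states that part of the GSs enriched at 8 weeks became depleted in C57BL/6 mice at the same time (Figure 2A).

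**Figure D5:**
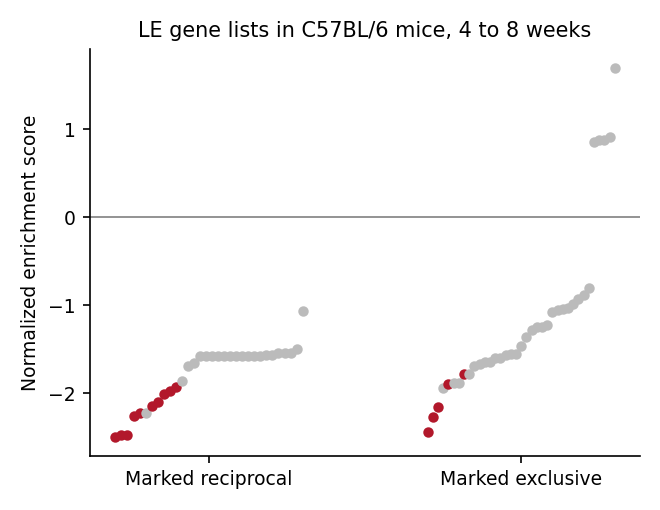
Normalized enrichment score (vertical axis) of lists of LE genes in C57BL/6 mice from 4 to 8 weeks, for 32 lists marked reciprocal and 37 marked exclusive, ordered by score. Filled red points mark the 10 and 5 lists called depleted, and all 32 reciprocal lists lie below 0.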

Over the same period of time, downregulation of 359 LE genes led to significant depletion of 29 GSs (Figures 2B and 2C). Between 8 and 12 weeks of age, a single GS was becoming depleted (Figures 2A and 2B) in conjunction with downregulation of 12 LE genes (Figures 2C and 2D). The transition from 12 to 16 weeks of age, which chronologically coincided with the onset of overt SS-like disease in C57BL/6.NOD-*Aec1Aec2* mice, was marked by enrichment of 12 GSs comprising a total of 182 LE genes, as well as depletion of 15 GSs as a consequence of downregulation of 227 LE genes (Figures 2B and 2C).

### Major biological themes involving the extracellular milieu during emergence of Sjögren’s syndrome

#### Progression from pre- to subclinical disease occurs between 4 and 8 weeks of age

The network displaying all GSs enriched by 8 weeks of age (Figure 3), together with interpretation of the respective LE genes (Figure 4), allowed us to identify four major biological themes: (1) activation of pathways characteristic of innate immune responses to long double-stranded RNA viruses; (2) insulin receptor (Insr) and insulin-like growth factor 1 (Igfr1)-mediated signaling via phosphoinositide 3-kinase (PI3K) and protein kinase B (AKT) further guiding cell fate, proliferation and differentiation; (3) remodeling of epithelial cell–ECM anchorage via focal adhesions (FAs) whose specificities allowed bidirectional integrin growth factor signaling pathway cross-talk as well as all effector processes related to cell motility; and (4) the three major classes of intercellular junction complexes engaging in cell-cell signaling via E-cadherin (CDH1) and involving transforming growth factor β (TGFβ).

**Figure 3:**
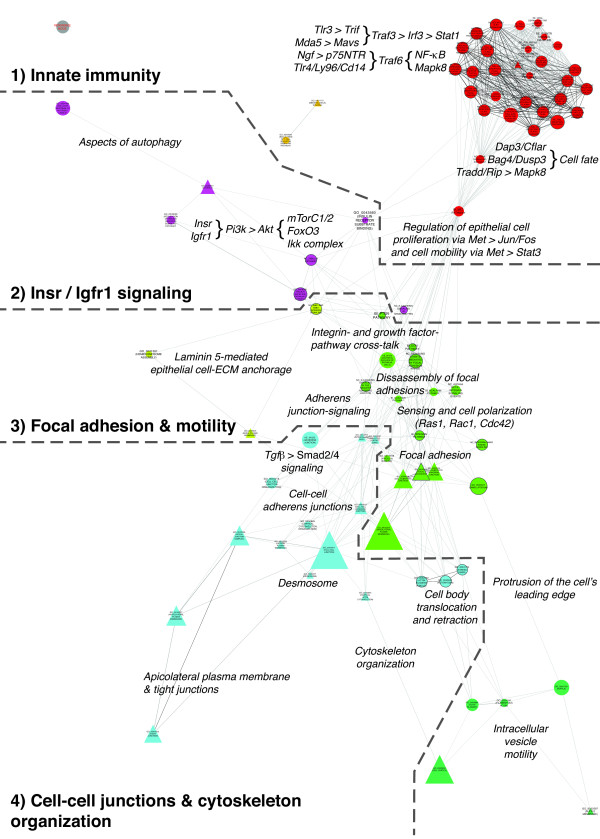
**Enrichments in the transcriptional landscape of the extracellular milieu during transition from pre- to subclinical Sjögren’s syndrome.** Gene sets (GSs) enriched at 8 weeks of age delineate activation of the innate immune system coinciding with significant alterations in the targeted tissue’s homeostasis and integrity. Proportions of leading edge (LE) genes shared between GSs defined distance, organization and clustering of the GSs. Dashed lines, separators between major biological themes; annotations in italics, interpretation of transcriptional activity inferred from the LE gene clouds displayed in Figure 4; node color, Markov cluster algorithm (MCL) cluster number. Node shapes: triangles, extracellular milieu (EM)–related; circles, EM-associated; node size, relative to number of detected genes that are members of this GS (reference node = 50 genes). Node label type size, relative to percentage of genes belonging to this GS’s LE (TAGS) (reference node = 75%). Node border: none, alteration of this GS exclusive to C57BL/6.NOD-*Aec1Aec2* mice; present, reciprocal trend in C57BL/6 mice. Edge color: degree of overlap in LE genes between the two GSs connected by this edge. ECM, extracellular matrix; Igfr1, insulin-like growth factor receptor 1; Insr, insulin receptor.

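In C57BL/6 mice, LE genes of the focal adhesion and cytoskeleton themes were depleted in several lists from 4 to 8 weeks. In the focal adhesion and motility theme, 5 of 7 reciprocal lists and 2 of 12 exclusive lists were depleted. The integrin-linked kinase signaling list had a normalized enrichment score of -2.26 (adjusted p = 0.00262 by preranked GSEA) and the focal adhesion list -2.15 (adjusted p = 0.00376). Vcl, a focal adhesion gene, fell by 1.00 from 4 to 8 weeks (standard error 0.29, adjusted p = 0.0424 from limma), although only 1 of its 2 probe sets had this sign. Tgfbr1 fell by 0.67 (standard error 0.19, adjusted p = 0.0424 from limma), although the mean of its 3 probe sets had a log2 fold change of 0.01 (adjusted p = 0.973 from limma). Vcl and Tgfbr1 were the 2 of 22 measured focal adhesion and growth factor receptor genes that were lower, and 0 were higher by limma (5 lower when adjusted over the list alone). Itgav, Itgb1, Itgb4, Itgb5, Fgfr1, Capn1 and Capn2 did not pass the test, with log2 fold changes of -0.72, -0.35, -0.78, 0.14, 0.11, -0.17 and -0.28 (adjusted p = 0.167, 0.216, 0.052, 0.596, 0.723, 0.408 and 0.283 from limma). In the theme of cell-cell junctions and cytoskeleton, 3 of 3 reciprocal lists and 1 of 10 exclusive lists were depleted. Camera with an estimated correlation called 0 of the lists of these themes. After the trend on mean signal was removed, the stress fiber and actin filament bundle lists were still depleted, and 0 lists of focal adhesion and motility were called by preranked GSEA.
In the Insr and Igfr1 theme, 2 of 3 reciprocal lists and 1 of 4 exclusive lists were depleted, with a score of -2.10 for insulin receptor signaling (adjusted p = 0.00376). Its 84 LE genes had a median log2 fold change of -0.32, with 3 lower and 1 higher by limma (2 lower and 0 higher when adjusted over the list alone). Nbr1 fell by 1.43, Atg3 by 1.23 and Ctnna1 by 1.43 (adjusted p = 0.0335, 0.035 and 0.045 from limma), and Becn1 rose by 0.81 (adjusted p = 0.0464), although the mean of its 5 probe sets had the opposite sign. Only 1 of 2 probe sets of Atg3 and 2 of 4 of Ctnna1 had a negative sign. Rheb fell by 1.16 (adjusted p = 0.0399 from limma). Insr, Igf1r and Mtor did not pass the test, with log2 fold changes of -0.26, 0.30 and -0.36 (adjusted p = 0.449, 0.164 and 0.229 from limma).
In the innate immunity theme, 0 of 19 reciprocal lists and 1 of 11 exclusive lists were depleted by preranked GSEA. All 19 reciprocal lists had negative scores, with a median of -1.58. The 84 LE genes of the theme had a median of -0.21, with Map2k1 and Ube2n lower by limma and Traf6 higher (the same numbers when adjusted over the list alone). Map2k1 fell by 0.94 and Ube2n by 0.96 (adjusted p = 0.0371 and 0.0314 from limma), and Traf6 rose by 0.73 (adjusted p = 0.0383 from limma). Tlr3, Tlr4, Cd14, Irf3 and Ifih1 did not pass the test, with log2 fold changes of 0.07, -0.08, -0.06, -0.32 and -0.73 (adjusted p = 0.803, 0.707, 0.819, 0.512 and 0.103 from limma).
Camera with a preset correlation called the innate immunity genes (adjusted p = 0.000714) and the Insr and Igfr1 genes (adjusted p = 1.9e-05), against an adjusted p = 0.353 for each with an estimated correlation. With the spread of signal of the arrays as a covariate, chosen after seeing the data, the medians turned to 0.08 and 0.04 (adjusted p = 0.599 for each), and the score of insulin receptor signaling turned to 0.675. Several innate immunity lists hold the same genes and are not independent of each other.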

**Figure 4:**
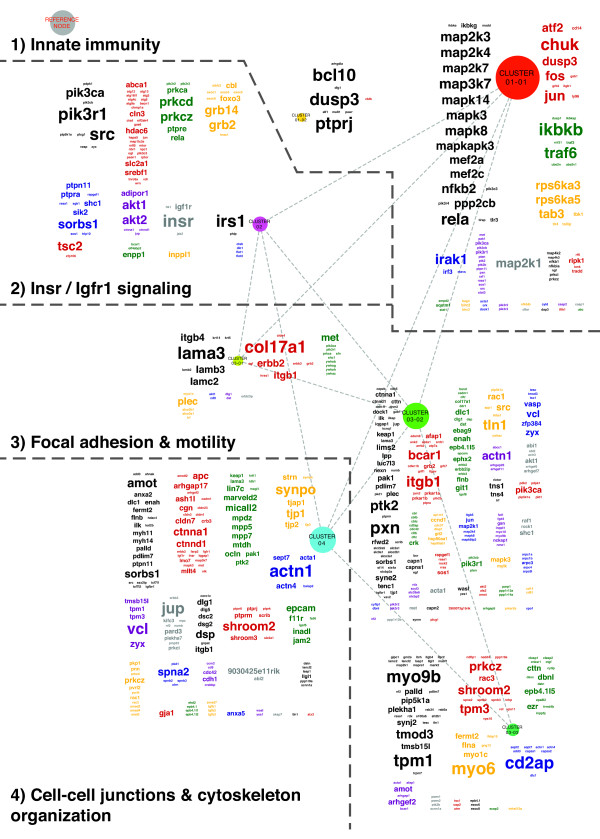
**Annotation of the Markov cluster algorithm clusters with their respective leading edge gene clouds.** The individual gene sets (GSs) of each Markov cluster algorithm cluster shown in Figure 3 were collapsed into a metanode. Network: metanode color represents the original color of the ancestor GSs and node size and node label font size are proportional to the number of GSs collapsed into this metanode (reference node = 15 GSs). Clustered leading edge (LE) gene clouds: Font color represents clustering of the LE genes based on the connections between the original GSs. Font size is proportional to the frequency of the gene in the LEs of the GSs collapsed into this metanode.

GSs that were depleted in 8-week-old C57BL/6.NOD-*Aec1Aec2* mice clustered in three independent networks (Figure 5A), each depending on distinct sets of LE genes (Figure 5B): (1) deceleration of ECM turnover, (2) downregulation of genes encoding gap junction proteins and (3) loss of positive regulation of nerve impulses in conjunction with downregulation of genes encoding members of all classes of cysteine (Cys) loop neurotransmitter receptors and fewer metabotropic receptors.

**Figure 5:**
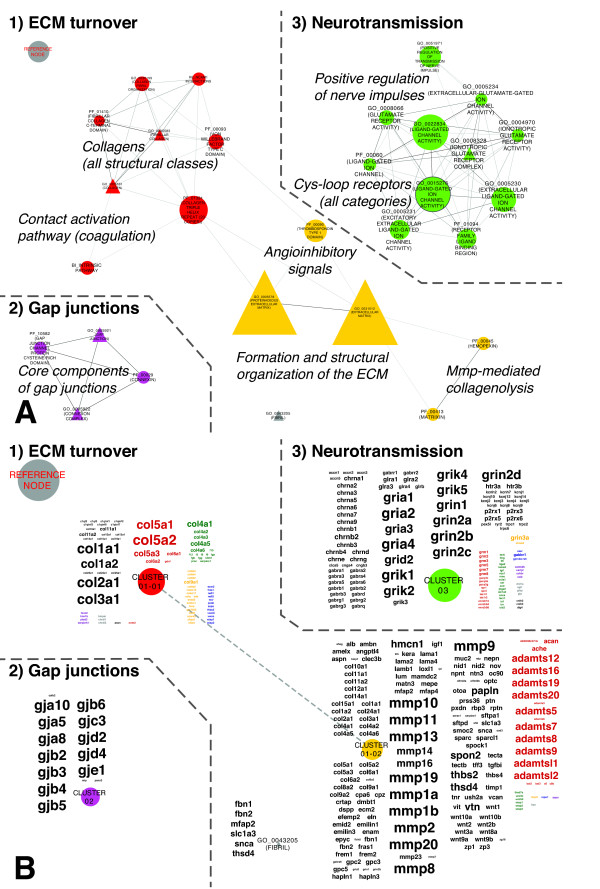
**Depletions in the transcriptional landscape of the extracellular milieu during transition from pre- to subclinical Sjögren’s syndrome. (A)** Gene sets (GSs) depleted when the mice were 8 weeks of age define marked deceleration of extracellular matrix (ECM) turnover and significantly decreased transcription of genes associated with gap junction formation and neurotransmission. The layout parameters of Figure 4A correspond precisely to the layout parameters of Figure 3. The reference node allows estimation of scaling and direct comparison of Figures 3, 5A, 6A and 7A and Additional file 1: Figure S2A. Mmp, matrix metalloproteinase. **(B)** Annotation of the Markov cluster algorithm clusters displayed in **(A)** with their respective leading edge gene clouds. The layout parameters correspond precisely to the layout parameters of Figure 4. The reference node allows estimation of scaling and direct comparison of Figures 4, 5B, 6B and 7B and Additional file 1: Figure S2B.

#### Stabilization of subclinical disease state between 8 and 12 weeks of age

GO_0005581 (COLLAGEN) was the only GS yielding significance during this time period (Additional file 1: Figure S2A) and representing 12 LE genes (Additional file 1: Figure S2B).

#### Transition from subclinical to overt disease between 12 and 16 weeks of age

The GSs enriched at 16 weeks of age (Figure 6A), in conjunction with their respective LE genes (Figure 6B), delineated two distinct themes: (1) emergence of an effector immune response characterized by reinforcement of the IFNα signature and a natural killer (NK) cell population, together with formation of the primary immunological synapse and late costimulatory signals delivering survival, proliferation and maturation signals to T cells and B cells; and (2) resumption of gene transcription for Cys loop receptors with acetylcholine (ACh), γ-aminobutyric acid (GABA) and glycine (Gly) binding specificities and initial upregulation of specific subsets of metabotropic receptors.

**Figure 6:**
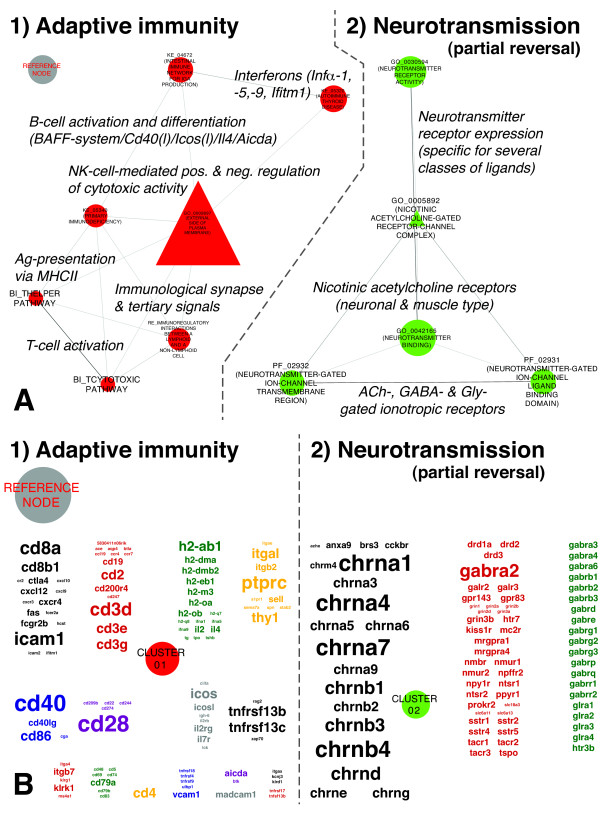
**Enrichments in the transcriptional landscape of the extracellular milieu during transition from subclinical to overt Sjögren’s syndrome. (A)** Gene sets (GSs) enriched at 16 weeks of age mirror the establishment of a pathogenic immune reaction in the targeted tissues and, in addition, reflect partial normalization of prior neurotransmitter receptor gene-associated alterations. The layout parameters correspond precisely to the layout parameters of Figure 3. The reference node allows estimation of scaling and direct comparison of Figures 3, 5A, 6A and 7A and Additional file 1: Figure S2A. ACh, acetylcholine; GABA, γ-aminobutyric acid; Gly, glycine; MHCII, major histocompatibility complex class II; NK, natural killer. **(B)** Annotation of the Markov cluster algorithm clusters displayed in Figure 5A with their respective leading edge gene clouds. The layout parameters of Figure 5B correspond precisely to the layout parameters of Figure 4. The reference node allows estimation of scaling and direct comparison of Figures 4, 5B, 6B and 7B and Additional file 1: Figure S2B.

At 16 weeks of age, 80% of the depleted GSs (Figure 7A) and a large number of LE genes (Figure 7B) showed partial reversal of the alterations pertaining to FAs and cell–cell junctions observed earlier between 4 and 8 weeks of age (Figures 3 and 4). The remaining 20% of the GSs, such as those GSs not subject to earlier alterations, reinforced the cellular component (CC) terms GO_0005923 (TIGHT JUNCTION) and GO_0005925 (FOCAL ADHESION).

**Figure 7:**
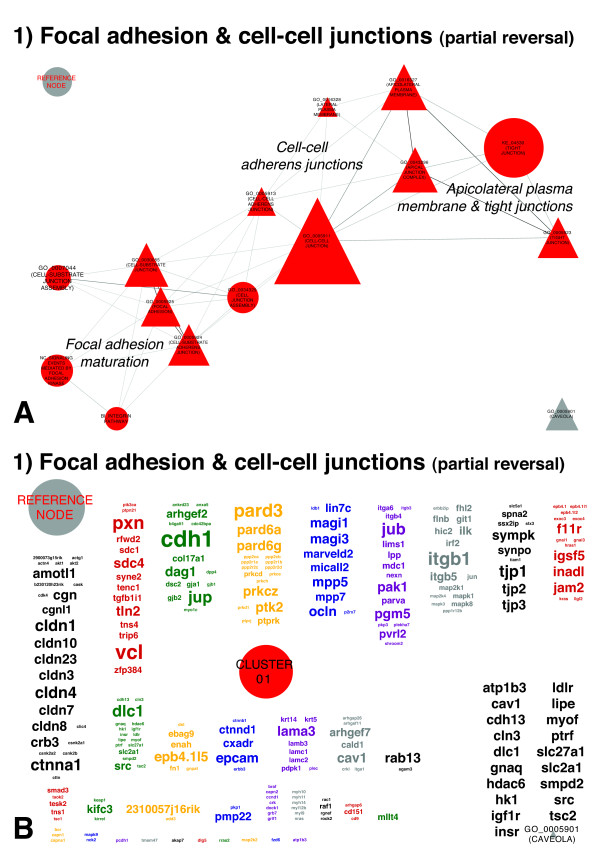
**Depletions in the transcriptional landscape of the extracellular milieu during transition from subclinical to overt Sjögren’s syndrome. (A)** Gene sets (GSs) depleted at 16 weeks of age signify, to a major extent, the partial reversal of enrichments in FAs and cell–cell junction-associated GSs observed at 8 weeks of age. The layout parameters of Figure 6A correspond precisely to the layout parameters of Figure 3. The reference node allows estimation of scaling and direct comparison of Figures 3, 5A, 6A and 7A and Additional file 1: Figure S2A. **(B)** Annotation of the Markov cluster algorithm clusters displayed in Figure 6A with their respective LE gene clouds. The layout parameters of Figure 6B correspond precisely to the layout parameters of Figure 4. The reference node allows estimation of scaling and direct comparison of Figures 4, 5B, 6B and 7B and Additional file 1: Figure S2B.

### Major biological themes dependent to significantly different degrees on genes located in *Aec1* and *Aec2*

The quantitative contributions of the SS-predisposing genomic regions *Aec1* (chromosome 3; 0 to 46 cM) and *Aec2* (chromosome 1; 29.7 to 106.1 cM) to each GS are, together with the LE genes located in these susceptibility regions per biological theme, presented in Additional file 1: Figures S3 to S7. Comparing average proportions of LE genes located in *Aec1* and *Aec2* per GS and per biological theme showed that the innate immunity theme was least dependent (mean = 1.75%), and that the adaptive immunity theme was most dependent (mean = 18.71%), on LE genes located in *Aec1* or *Aec2* (Figure 8 and Additional file 1: Figures S3 and S6). Regarding the subclinical phase of SS, the greater reliance on genes located in the congenic regions of the themes associated with the SGs’ homeostasis and integrity compared to innate immunity may indicate that the latter occur subsequently and in response to these tissue-specific alterations (Figure 8 and Additional file 1: Figures S3 and S4).

**Figure 8:**
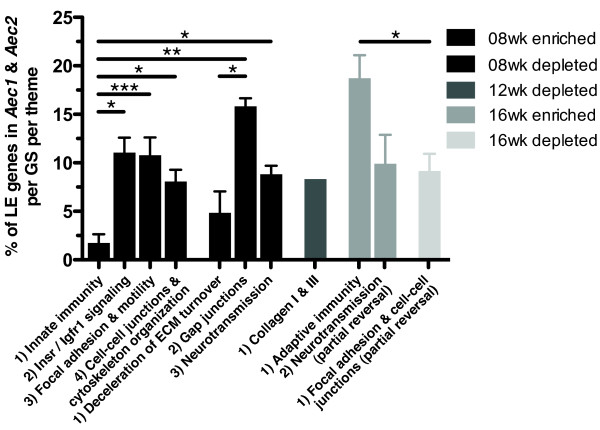
**Degree of dependence of the major biological themes on genes located in *Aec1 *and *Aec2 *(mean ± SEM).** Proportion of leading edge (LE) genes located in the disease-causing congenic loci *Aec1* and *Aec2*/gene set (GS)/major biological theme within the same disease phase were compared using one-way analysis of variance and Tukey’s *post hoc* test. *P*-values <0.05 were considered significant (*P < 0.05, **P < 0.01, ***P < 0.0001). Columns represent the means, and error bars represent the standard errors of the mean. ECM, extracellular matrix; Igfr1, insulin-like growth factor receptor 1; Insr, insulin receptor.

### Detailed annotation of networks based on interpretation of gene set parameters and leading edge gene patterns

As described in the Methods section, the number of LE genes shared between GSs determined their position, interconnectivity and cluster membership in correspondence with all other GSs of a network. Thus, GSs in close proximity to each other share distinct similarities in their LE gene patterns. To resolve redundancies, commonly caused by GSs representing complex pathways, highly interconnected network areas require additional interpretation. The same accounts for large GSs annotated with terms too general to reflect the true theme shared by their LE members.

The basis for this curated annotation, written in italic type in Figures 3, 5A, 6A and 7A, is formulated upon analysis of (1) the LE members of each MCL cluster displayed as LE gene clouds generated by using a vector graphics–capable adaptation of the WordCloud Cytoscape plugin [24] (Figures 4, 5B, 6B and 7B), (2) each GS’s LE genes (Additional file 2) and (3) current literature–based interactome maps (Additional file 1: Figure S8). Additional file 3 comprises the networks displayed in Figures 3-7 as infinitely scalable and electronically searchable vector graphics, thereby allowing the visualization of network detail.

#### Transcriptional changes underlying themes being enriched during progression from pre- to subclinical Sjögren’s syndrome–like disease

In Figure 4, the LE gene cloud for Cluster_01-01, in combination with the percentage of each pathway covered by its LE members (Additional file 2; TAGS), points toward two pattern recognition receptors, namely, Toll-like receptor 3 (TLR3) and IFN-induced helicase C domain–containing protein 1 (IFIH1), also known as MDA5. Both these receptors are key molecules upstream of IFN regulatory factor 3 (Irf3) and signal transducer and activator of transcription 1 (STAT1) (Figure 4, Cluster_01-01). Also delineated by this cluster are upregulation of *Tlr4* and its coreceptors *Cd14* and lymphocyte antigen 96 (*Ly96*). These may, via their upregulated signaling cascade, deliver the strongest trigger for the observed canonical activation of nuclear factor κ-light-chain-enhancer of activated B cells (NF-κB) and mitogen-activated protein kinase 8 (MAPK8) [4,25]. In addition, the gene nerve growth factor (*Ngf*), which encodes another important inducer of NF-κB, was upregulated, even though NGF’s crucial receptor p75 neurotrophin receptor (p75NTR) [26] was absent from the list of LE genes for RE_P75NTR SIGNALS VIA NF-KB; TAGS = 73% (Additional file 2).

Determining the effect of the interconnecting NC_TRAIL SIGNALING PATHWAY; TAGS = 63% and BI_MET PATHWAY; TAGS = 74% GSs is more difficult because of incomplete coverage of the different arms of the TNF-related apoptosis-inducing ligand (TRAIL) pathway [27] and the hepatocyte growth factor receptor (MET) pathway [28] by their respective LE genes (Additional file 2). However, their involvement in determining cell fate and proliferation is reflected by their central position in Figure 3.

The GSs and LE genes associated with Cluster_02 (Figures 3 and 4) suggest that INSR and IGFR1, via their shared downstream signaling cascade involving PI3K and AKT, upregulate mammalian target of rapamycin complex 1 (mTorC1) and mTorC2. The mTor system in turn is pivotal in determining cell fate [29]. Increased autophagy is inferred by the presence of PI3K pathway members and several autophagy-related protein (*Atg*) encoding genes (Figure 4, Cluster_02).

In close proximity, Cluster_03-01 and Cluster_03-02 delineate cell-matrix adhesion complexes that transmit regulatory signals and mechanical forces (Figures 3 and 4) [30,31]. Cluster_03-01, including GO_0031581 (HEMIDESMOSOME ASSEMBLY); TAGS = 73%, defines the hemidesmosome-mediated, laminin-5-dependent anchorage of epithelial cells’ intermediate filaments to the basal lamina of the ECM. Cluster_03-02 represents, in large part, signaling pathways that are activated by alterations in a cell’s immediate surroundings and are transmitted via actin cytoskeleton–anchored FAs, such as NC_SIGNALING EVENTS MEDIATED BY FOCAL ADHESION KINASE; TAGS = 68% [31]. Thus, 31 of 77 genes annotated in the CC GO_0005925 (FOCAL ADHESION) GS were located in its LE (TAGS = 40%).

Matching the integrin genes (that is, *Itgav*, *Itgb1*, *Itgb4* and *Itgb5*) with the dominant growth factor receptor genes (that is, *Met*, *Insr*, *Igfr1*, fibroblast growth factor receptor 1 (*Fgfr1*) and *Tgfbr1*) in the LE profiles displayed in Figure 4 suggests that integrin α_v_β_5_, upstream of the enriched integrin-linked kinase signaling-associated GSs, provides a basis for IGFR1-integrin cross-talk [32]. Similarly, α_v_β_5_ and α_v_β_1_ may allow for TGFBR1 signaling by collaborating with integrin pathways (Figure 3) [33]. *Tgfb1*, *Tgfb2* and *Tgfb3*, together with the TF Smad family member 2 (*Smad2*) and *Smad4* downstream of *Tgfbr1* and the negative feedback–associated *Smad7*, are all present in the LE of Cluster_04 (Figure 4). The presence of osteopontin (*Spp1*), another ligand of integrins α_v_β_1_ and α_v_β_5_ in the LE of Cluster_03-02 (Figure 4), indicates that FA maturation may also occur in relation to innate immune cells.

Supporting a critical role of FA remodeling during this transition from pre- to subclinical SS-like disease, calpain 1 (*Capn1*) and *Capn2* (Figure 4), which regulate the dynamics of FA assembly and disassembly, are at the center of the two calpain-specific GSs (Figure 3). In addition, all other effector phases of non-muscle-cell movement are represented by GSs and LE genes of Cluster_03-02, Cluster_03-03 and the intercalated section of Cluster_04, respectively (Figures 3 and 4) [30].

The fourth biological theme shares 14.3% of its LE genes with Cluster_03-02 described above. This is due to molecular similarities between CC GO_0030055 (CELL-SUBSTRATE JUNCTION); TAGS = 41% and CC GO_0005913 (CELL-CELL ADHERENS JUNCTION); TAGS = 46%. Multiple LE genes belonging to the claudin and the occludin gene families further indicate increased formation of tight junctions at CC GO_0016327 (APICOLATERAL PLASMA MEMBRANE); TAGS = 51% [30]. These two types of cell–cell junction complexes depend critically on CDH1 expressed by epithelial cells [30]. Correspondingly, NC_E-CADHERIN SIGNALING IN THE NASCENT ADHERENS JUNCTION; TAGS = 60% and CDH1 anchorage-related GS GO_0017166 (VINCULIN BINDING); TAGS = 60% were significantly enriched and are mapped at the center of Figure 3. Furthermore, enrichment of GS GO_0030057 (DESMOSOME); TAGS 40% [30] delineates a third class of intercellular junction complexes associated with genes that are upregulated approximately 8 weeks prior to the onset of SS-like disease in C57BL/6.NOD-*Aec1Aec2* mice.

#### Transcriptional changes underlying themes being depleted during progression from pre- to subclinical Sjögren’s syndrome–like disease

In Figure 5A, CC term GO_0031012 (EXTRACELLULAR MATRIX) is located at the center of the first major biological theme, becoming depleted during this time period (Figure 5A). It was the largest GS that yielded significance in this study, with 159 of its 320 members contributing to its significance (TAGS = 50%). The LE genes grouped in Cluster_01-01 delineate broad downregulation of genes encoding collagens of the ECM (Figure 5B) [34]. Contributed by GS BI_INTRINSIC PATHWAY; TAGS = 73% and suggesting endothelial cell activation, this cluster also includes coagulation factor–encoding genes.

The LE gene cloud of Cluster_01-02 in Figure 5B lists genes associated with all categories of specialized ECM proteins [30]. These include laminin (LAM) encoding subunits, such as *Lama4* and *Lamb1*; proteoglycans, such as versican (*Vcan*); and glycoproteins, such as fibrillin 1 (*Fbn1*) and *Fbn2*. Genes coding for all matrix metalloproteinases (MMPs) capable of degrading collagens, as well as distinct members of the disintegrins and metalloproteinases with thrombospondin motif (ADAMTS) family, also contributed to the significance of the GSs grouped in Cluster_01-02 (Figure 5A). ADAMTS peptidases catalyze procollagens (for example, *Adamts3*) and inhibit angiogenesis (for example, *Adamts5*, *Adamts8*, *Adamts9* and *Adamts20*) [35]. Genes annotated as inducers of wingless-type mouse mammary tumor virus (MMTV) integration site family members (*Wnt*) (for example, Norrie disease (*Ndp*)), several Wnt genes (for example, *Wnt1*) and all Wnt1-inducible signaling pathway proteins (*Wisp1*, *Wisp2* and *Wisp3*) [30] completed the LE of Cluster_01-02. These changes complement the marked and broad deceleration of ECM turnover as a potential consequence of the ongoing innate immune response and/or delayed conclusion of developmental processes in the SGs of C57BL/6.NOD-*Aec1Aec2* mice.

The second theme delineates downregulation of genes associated with GSs annotating gap junction core proteins (for example, PF_00029 (CONNEXIN); TAGS = 67%) (Figures 5A and 5B) and thus represents the only class of cell-cell junctions not enriched at 8 weeks of age.

The third theme is dominated by genes coding for ligand-gated ion channels essential for neurotransmission (Figure 5B, Cluster_03) [36]. The largest part of these genes encodes subunits of anionic Cys loop receptors (GABA_A_ 12/12, GABA_A_-ρ 2/3 and GlyR 5/5), cationic Cys loop receptor subunits (serotonin-gated 5-HT3A and 5-HT3B and nicotinic ACh receptor 14/16 subunits), 18 of 20 ionotropic glutamate receptor subunits and ATP-gated channels P2X purinoceptors P2X1, P2X3, P2X5 and P2X6, as well as subsets of voltage-gated and acid-sensing potassium channels (for example, amiloride-sensitive cation channels 1 to 3 (ACCN1 to ACCN3) and ACCN5). The remaining clusters of this gene cloud represent mainly metabotropic receptors involved in sensory perception, whereas the LE genes associated with GO_0051971 (POSITIVE REGULATION OF TRANSMISSION OF NERVE IMPULSE; TAGS = 62%) also include inflammatory mediators such as IFNγ, tumor necrosis factor (TNF) and interleukin 6 (IL-6), all of which are known to decrease the threshold for nerve impulse generation (Additional file 2) [37].

#### Transcriptional changes underlying stabilization of subclinical disease between 8 and 12 weeks of age

LE genes associated with the continued depletion of GO_0005581 (COLLAGEN); TAGS = 46% encode all peptide chains for collagen type I, the most abundant collagen of the ECM, and collagen type III (Additional file 1: Figure S2B and Additional file 2). Collagen type IV, which has coverage of 67%, is associated with basal membranes [34].

#### Transcriptional changes underlying themes being enriched during transition from subclinical to overt Sjögren’s syndrome–like disease

In Cluster_01 of Figure 6A, GO_0009897 (EXTERNAL SIDE OF PLASMA MEMBRANE); TAGS = 33% interconnects the EM-associated GSs that delineate the adaptive effector immune response. The LE pattern of integrins (Cluster_01; Figure 6B) suggests an increase of CDH1 adhesive integrin αEβ7-expressing intraepithelial T cells, whereas CD11c, encoded by *Itgax* and *Itgb2*, points toward antigen-presenting cells (APCs) of myeloid origin [38]. The latter represent the most probable source for the concomitant increase in transcription of various INFα-encoding genes (*Infα-1*, *Infα-5*, *Infα-9* and *Ifitm1)* in the SGs of C57BL/6.NOD-*Aec1Aec2* mice (Figures 6A and 6B).

The establishment of a NK cell population in the targeted tissues is supported by several distinct LE members (Cluster_01; Figure 6B). Cytotoxicity-triggering receptors NKG2-D type II integral membrane protein (*Klrk1*), *Cd244* and its ligand encoded by UL16-binding protein 1 (*Ulbp1*) represent three key components of NK cells’ effector pathway. In contrast, the NK cell receptor complex encoded by killer cell lectinlike receptor subfamily D member 1 (*Klrd1*) and G member 1 (*Klrg1*) exert a regulatory anticytotoxic effect [38,39]. The LE genes *Cd244* and *Cd48*, in conjunction with *Cd2* and intercellular adhesion molecule 2 (*Icam2*), may further suggest regulation of CD8^+^ T cells by NK cells. Expression of major histocompatibility complex (MHC) and MHC-related genes, however, were skewed toward upregulation of MHC class II (MHCII) and MHCII invariant chain (*Cd74*) expression (Figure 6B).

The chemokine receptor-ligand profile characterizes emigration of multiple APC and lymphocyte populations (*Cxcr4*:*Cxcl12*), as well as reinforced recruitment of T-helper type 1 (T_H_1) cells, NK cells and plasmacytoid dendritic cells (*Cxcl3*:*Cxcl9*/*Cxcl10* and *Ccr7*:*Ccl19*) (Figure 6B) [38]. Immune cell homing may also be facilitated by increased expression of LE genes that encode mucosal vascular addressin cell adhesion molecule 1 (*MAdCAM-1*) and lymphocyte function–associated antigen 1 (*Lfa-1*), encoded by *Itgal* and *Itgb2* and *Icam1*.

ICAM1 and LFA-1 ligation is also critical for Cd28-dependent T-cell activation [38]. The pattern of LE genes encoding costimulatory molecules assigns importance to both the activating Cd28-dependent pathway and the inhibitory cytotoxic T-lymphocyte antigen 4 (Ctla4)–dependent pathway (Figure 6B; Cluster_01). Regarding the T-cell-associated central component of the immunological synapse, T-cell receptor (TCR) accessory proteins (for example, *Cd3*), TCR coreceptors *Cd4* and *Cd8* and TCR-associated molecules (for example, *Cd45* (*Ptprc*)) are also covered by the LE gene cloud of Cluster_01. The concomitant upregulation of *Il2*, *Il2rb* and *Il2rg*, as well as the presence of *Cd69*, represent effects downstream of T-cell activation [38]. Regulating activation of T-cell effector lineages at this stage may thereby involve the two LE gene B7 family members B and T lymphocyte attenuator (*Btla*) and Tnf receptor superfamily 18 (*Tnfrsf18*) (Figure 6B).

With respect to late costimulatory signals, *Cd40*:*Cd40lg* and inducible T-cell costimulator (*Icos)*:*IcosL* are the receptor-ligand pairs present in the LE of Cluster_01 (Figure 6B). Both these systems, together with LE-gene *Il4*, are critical for mounting effective T_H_2 responses [38].

B-cell-specific genes (for example, immunoglobulin heavy constant μ (*Igh-6*), *Cd79a*, *Cd79b*, *Cd19* and *Cd22*) are highly represented in the LE gene cloud of Cluster_01 (Figure 6B). Increased transcription of *Tnfrsf13C* (that is, *Baffr*), *Tnfrsf17* (that is, *Bcma*) and *Tnfrsf13B* (that is, *Taci*), together with their common ligand *Tnfsf13b* (that is, *Baff*), as well as the activation-induced cytidine deaminase gene (*Aicda)* (Figure 6B and Additional file 2; LE gene list for KE_04672 (INTESTINAL IMMUNE NETWORK FOR IGA PRODUCTION); TAGS = 60%), further indicates strong signaling for survival, proliferation and differentiation of B cells in SGs marked by overt disease [38,40].

The second biological theme enriched by 16 weeks of age pertains to neurotransmission and marks a partial reversal of changes that occurred earlier in the disease course. Of the 78 LE genes defining enrichment at this later stage (Figure 6B; Cluster_02), 40 were previously associated with depletion of GSs concerning neurotransmission at 8 weeks of age (Figure 5B; Cluster_03). Reinitiating transcription are mainly ACh-, GABA- and Gly-gated ionotropic receptors coding genes (Additional file 2). Overlaps were also found for genes encoding receptors for dopamine (that is, *Drd1a*) and substance P (that is, *Tacr1*). Unique to enrichment at 16 weeks of age were genes encoding for metabotropic receptors specific for ACh (that is, *Chrm4*) and somatostatin (that is, *Sstr1*, *Sstr2*, *Sstr4*, *Sstr5*) (Figure 6B and Additional file 2) [36].

#### Transcriptional changes underlying themes being depleted during transition from subclinical to overt Sjögren’s syndrome–like disease

GSs (Figure 7A) and their LE genes (Figure 7B) depleted and downregulated, respectively, during this time period, predominantly signify the reversal of previous enrichments in FAs and cell-cell junction–associated GSs observed at 8 weeks of age (Figures 3 and 4). Pairwise comparison of the overlapping GSs revealed that, on average, 54% of LE genes contributing to depletion at 16 weeks of age also contributed to these GSs’ prior enrichment at 8 weeks of age. The highest percentage of LE members following this pattern was identified for NC_SIGNALING EVENTS MEDIATED BY FOCAL ADHESION KINASE, with 79%, and the lowest percentage was found for GO_0043296 (APICAL JUNCTION COMPLEX), with 43% (Additional file 2). The LE genes not included in these LE overlaps did not define additional biological themes, but instead contributed predominantly to the increased average coverage of the EM-related GSs at 16 weeks (TAGS 45%) compared to 8 weeks of age (TAGS 38%) (Additional file 2).

## Discussion

Although the technology for generating global gene expression profiles has matured, analysis and interpretation of these data sets still pose great challenges. This is also true with regard to delineating the underlying biological and chronological complex changes in biological states, such as covert stages of autoimmunity in an organ subsequently targeted by an autoimmune disease. Thus, the possibility of assessing all relationships among all components of a biological system simultaneously with an integrated and standardized concept such as the one presented herein meets a clear demand [41].

With respect to the immune system–specific findings of this study, considering the presence of IFN signatures in patients with SS [11], enrichment of innate immune response pathways at 8 weeks of age in C57BL/6.NOD-*Aec1Aec2* mice was anticipated. In addition, the molecular basis underlying the effector immune response at disease onset mimicked all major aspects of sialadenitis described in patients with SS [9]. Further validating our findings is that C57BL/6.NOD-*Aec1Aec2* mice, during their spontaneous and slow development toward overt disease, displayed alterations in biological pathways that, if knocked out or overexpressed from birth on a healthy genetic background, induce aspects of SS. These models of SS include mice deficient for NF-κB feedback regulation (C57BL/6.*IκBα*^*M/M*^) and mice transgenic for *Baff*[7].

Direct comparison of the results presented herein with the conclusions formulated subsequent to analyses using conventional “top gene list” approaches [19,20] defines the added value of this systems biology–based methodology as follows. (1) Focusing on the transcriptional landscape related to and associated with the EM seemed adequate to map, in its entirety and in a standardized fashion, the alterations in the SG’s decision-making processes associated with the emergence of autoimmunity in this model. Emphasizing the EM prevented the mapping of some of previously documented downstream effects induced via signals transmitted by the EM, however [19,20]. (2) The early activation of the innate immune system described herein represents a crucial feature which has not previously been reported in the context of this data set. (3) By applying this methodology, the data set could be interpreted in significantly more detail, which subsequently could be combined to present a more comprehensive picture.

The transcriptional landscape of the EM of tissues targeted by autoimmunity described herein opens a novel and integrative perspective on the development of autoimmune diseases that might be of more general relevance (Figure 9) [42]. As a first step, it will be important to investigate how strongly, in other experimental models of autoimmunity, the LE genes differ. The chronological interrelationships and major biological themes identified herein may be the same, however. This knowledge may prove especially critical when aiming to delineate, on a systems level, the mechanisms of action and the targeted organ’s state subsequent to experimental immunomodulatory intervention [43].

**Figure 9:**
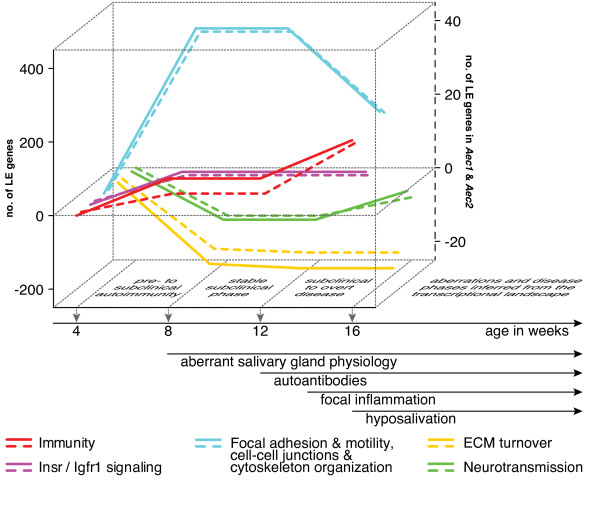
**Summary of the interrelationships between the major biological themes defining the alterations in the extracellular milieu during the emergence of Sjögren’s syndrome.** Time points are aligned in correspondence with the chronology of the development of major features of Sjögren’s syndrome in C57BL/6.NOD-*Aec1Aec2* mice [8]. Plotted on the *y*-axis is the cumulative number of leading edge (LE) genes (solid lines) associated with enrichment and depletion of the respective summarized biological theme over time. The right *y*-axis represents the same parameter, but for the LE genes specifically located in the disease-causing congenic loci *Aec1* and *Aec2* (dashed lines)*.* The summarized biological theme *Immunity* comprises the themes Innate immunity (Figure 3) and Adaptive immunity (Figure 6). The summarized biological theme *Focal adhesion and motility*, *cell–cell junctions and cytoskeleton organization* comprises the themes Focal adhesion and motility (Figure 3), Gap junctions (Figure 5) and Focal adhesion and cell-cell junctions (Figure 7). The summarized biological theme *Insr/Igfr1 signaling* comprises the theme Insr/Igfr1 signaling (Figure 3). The summarized biological theme *ECM turnover* comprises the themes ECM turnover (Figure 5) and Collagen I and III (Additional file 1: Figure S2). The summarized biological theme *Neurotransmission* comprises the themes Neurotransmission in Figures 5 and 6. ECM, extracellular matrix.

The chronology of the etiopathology defined herein establishes several important points. First, long before overt experimental SS, susceptibility loci-dependent and partially transient alterations associated with the targeted tissue’s homeostasis and integrity formed the basis for an innate immune reaction. The latter, in contrast, was dependent predominantly on genes descending from the asymptomatic C57BL/6 strain that served as a genetic background for the generation of C57BL/6.NOD-*Aec1Aec2* mice. If a role of genes governing the SGs’ homeostatic state at such an early stage of autoimmunity can be confirmed, these genes may indeed crucially contribute to an individual’s risk of developing SS [5]. Second, the long-lasting, stable subclinical disease state may elucidate novel diagnostic strategies for identification of SS at an earlier state and thereby enable timely immunomodulatory treatment [44]. Third, major themes that defined this stable subclinical disease were abandoned concomitantly with the onset of overt disease. This permits speculation about whether these transient alterations may represent processes initiated by the SGs to resolve environmental challenges or to compensate for developmental deficiencies, primarily without involvement of the adaptive immune system. Fourth, LE gene patterns associated with costimulatory signals revealed both effector and regulatory ligand-receptor pairs’ being present, indicating that effector as well as immunoregulatory processes govern the onset of overt disease [45].

Although global data sets are seldom adequate to define the role of a single gene or protein, the isolated study of individual components in turn is limited in terms of elucidating how properties of biological systems emerge as a result of coordinated interactions between its numerous members and processes [41]. To take full advantage of the unbiased nature of “-omics” data sets, our concept integrates data analysis by relying extensively on bioinformatics resources for compilation of consensus-based, *a priori*-defined biological knowledge with an interactive model for data interpretation based on networks computed entirely from experimental data. Importantly, this concept is transferable to global data sets of any nature and achieves an important reduction in the number of arbitrary cutoffs set at the stage of data analysis. It also diminishes significantly the amount of personal bias commonly introduced during the process of data interpretation [46] and overcomes the confines of lists and matrices, which have clear limitations in conveying large amounts of complex data and interrelationships [47].

Obviously, to base such mappings on additional dimensions, such as global protein synthesis or posttranscriptional modification profiles, would significantly improve the validity of such analyses. They will become more feasible technologically and economically in the future [48]. In this study, we have computed a meaningful basis that has allowed us to formulate conclusions in agreement with the generality of our aim. In the future, assigning specific weights to the individual genes based on their uniqueness or importance to a specific GS may further standardize and facilitate the final steps of data interpretation. In the meantime, it is important to provide additional user-friendly graphical layouts of the networks, such as the ones presented herein, to enable the reader to scrutinize the authors’ detailed interpretation of the networks.

## Conclusions

By adhering to the principles of systems biology and adapting bioinformatics-based methodologies and data visualization to suit our aims, this study has delineated a novel perspective on the chronology and interplay between the SGs’ EM and the role of the innate and adaptive immune systems during the emergence of spontaneous, experimental SS (Figure 9). The timeline defined herein highlights the importance of genes governing the target tissue’s homeostatic state in establishing a stable subclinical disease state long before the clinical manifestation of SS. Formulating conclusions in agreement with the generality of our aim was possible only after having developed and applied the integrated data analysis and data visualization pipeline, which is also presented herein. This data-driven approach advances systematic and impartial interpretation of global datasets on the background of standardized, consensus-based, *a priori*-defined biological knowledge. It is widely applicable to the fields of immunology and rheumatology and will greatly facilitate analysis of complex alterations in biological states on a systems level, such as changes induced as a consequence of experimental treatment interventions.

## Abbreviations

ACh: Acetylcholine; ADAMTS: A disintegrin-like and metalloprotease with thrombospondin motifs; AICDA: Activation-induced cytidine deaminase gene; AKT: Protein kinase B; Atg: Autophagy-related protein; BTLA: B7 family member B- and T-lymphocyte attenuator; Capn: Calpain; CDH1: E-cadherin; Ctla4: Cytotoxic T-lymphocyte antigen 4; ES: Enrichment score; FBN1: Fibrillin; Fgfr1: Fibroblast growth factor receptor 1; GABA: γ-aminobutyric acid; Gly: Glycine; Icam: Intercellular adhesion molecule; Icos: Inducible T-cell costimulator; IFIH1: Interferon-induced helicase C domain–containing protein 1; IFN: Interferon; Igfr1: Insulin-like growth factor receptor 1; IgH-6: Immunoglobulin heavy chain, type μ; IL: Interleukin; Insr: Insulin receptor; IRF3: Interferon regulatory factor 3; ITG: Integrin; KLRD1: Killer cell lectinlike receptor subfamily D member 1; KLRG1: Killer cell lectinlike receptor subfamily G member 1; KLRK1: Cytotoxicity-triggering receptor; NKG2-D: Type II integral membrane protein; LAM: Laminin; LFA-1: Lymphocyte function–associated antigen 1; Ly96: Lymphocyte antigen 96; MadCAM1: Vascular addressin cell adhesion molecule 1; MAPK8: Mitogen-activated protein kinase 8; MET: Hepatocyte growth factor receptor; MMP: Matrix metalloproteinase; MMTV: Mouse mammary tumor virus integration site family member; mTorC: Mammalian target of rapamycin complex; NDP: Norrie disease; NF-κB: κ-light-chain-enhancer of activated B cells; Ngf: Nerve growth factor; PI3K: Phosphoinositide 3-kinase; P2X: ATP-gated channels P2X purinoceptor; p75NTR: p75 neurotrophin receptor; Smad: Smad family member; Spp1: Osteopontin; STAT: Signal transducer and activator of transcription; TAGS: Percentage of gene hits before (for positive enrichment score) or after (for negative enrichment score) peak in running enrichment score, which indicates percentage of genes contributing to enrichment score; Tgfβ: Transforming growth factor β; TLR: Toll-like receptor; TNF: Tumor necrosis factor; TNFRSF: Tumor necrosis factor receptor superfamily; TRAIL: Tumor necrosis factor–related apoptosis-inducing ligand; Ulbp1: UL16 binding protein 1; Vcan: Versican; Wisp: Wingless-type MMTV Integration site family 1-inducible-signaling pathway protein; Wnt: Wingless-type MMTV Integration site family.

## Competing interests

The authors have no financial or nonfinancial competing interests to declare.

## Authors’ contributions

ND conceived and implemented the data analysis and data visualization pipeline, analyzed and interpreted the data, created all the figures and wrote the manuscript. CQN took part in designing the study, carried out the animal experiments as well as the remaining experiments in the laboratory, and was involved in drafting the manuscript. KMT conceived and successfully adapted the WordCloud plug-in and was involved in drafting the manuscript. RJ contributed to the conception of the study, was involved in revising the manuscript and coordinated the project. ABP conceived the study, planned the animal experiments, participated in analyzing and interpreting the data and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** Verification of the microarray data. **Figure S2.** Stabilization of the subclinical disease state between 8 and 12 weeks of age. **Figures S3 to S7.** Contributions of genes located in susceptibility regions *Aec1* and *Aec2* to enrichments and depletions associated with transition from pre- to subclinical Sjögren’s syndrome (SS) and to onset of overt SS, respectively. **Figure S8.** Interactome model based on the leading edge members associated with enrichments in the transcriptional landscape of the extracellular milieu during transition from pre- to subclinical Sjögren’s syndrome between 4 and 8 weeks of age. Click here for file

Additional file 2 **All node parameters, LE genes and LE genes located in susceptibility regions *Aec1 *** **and *Aec2 *** **in tabular form.** Click here for file

Additional file 3 **The networks displayed in Figures **3**-**7** as infinitely scalable and electronically searchable vector graphics.** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

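The values analysed were log2 signals of 45101 probe sets on 20 arrays, which the authors deposited after RMA in Expression Console 1.1. No further normalization was made. Of the probe sets, 34958 carried 1 gene symbol, 932 carried several and 9211 were not listed in the annotation, and 34754 matched the reference. For each of 18194 genes the probe set with the highest mean over all arrays was used.

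Neighbouring ages were compared with limma 3.58.1 in R 4.3.3, in a fit over all 20 arrays with age as the factor, and p-values were adjusted by the method of Benjamini and Hochberg over all genes with a threshold of 0.05. The 36 lists of genes were tested with camera at a preset correlation of 0.01, adjusted over the lists of a period, and again with an estimated correlation and with fry. Genes of a list were also adjusted over the list alone.

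LE genes were taken from the paper's supplementary tables. Of 136 GSs, 110 had whole lists and 107 of these had at least 5 measured genes. The other 26 lists were held cut short and were left out, so long lists are probably missing. The shares of lists called may thus not stand for all GSs of the paper. Lists of GSs altered at 8 weeks were tested in each period, and those altered at 12 or 16 weeks in their own. Genes were ranked by the relative difference of SAM, and lists were tested with fgsea 1.28.0 (weight 1, 10000 gene permutations). A list was called at an adjusted p under 0.05, a nominal p under 0.005 and TAGS of at least 50%. The LE genes of themes and of reciprocal and exclusive GSs were also pooled and tested with camera, and compared with 10000 random lists matched on mean signal.

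The genes named were those the paper names, the 10 with the largest rise and fall among called genes whose values at the 2 ages did not overlap, and called members of the lists. Measures of single arrays were compared with exact permutation tests over 252 labelings. The relations across arrays were tested on values centred on each age with 100000 permutations. Analysis steps were tried on values with added changes from 4 to 8 weeks, where limma called 77 of 100 genes changed by 1 on the log2 scale and 100 of 100 changed by 2, with 6 false calls. These counts do not give the rate of false calls in the real arrays. There the highest other split of the 10 mice at 4 and 8 weeks called 657 genes.

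Alternatives were median centring and cyclic loess of the arrays, the mean of a gene's probe sets, each probe set on its own, a filter at the 40th percentile of mean signal, a block of replicate numbers, a fit to 2 ages alone, the q-value of SAM, limma-trend with robust variances and array weights. For lists they were other rankings and thresholds, other set tests, and removal of the trend on mean signal by lowess with a span of 0.3. Each mouse was left out in turn. The spread of signal as a covariate and a fit without 5 arrays were chosen after seeing the data.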

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

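The tests of RNA degradation, lasting change, clock genes and sex-linked genes were chosen only after the results were seen, as was the wording of the clock and sex-linked patterns, and the bounds for lasting change and for signal range in clock genes were tightened after their values were seen.

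Brighter genes were lower and dimmer genes higher at 8 than at 4 weeks. RNA degradation was read from the 3' and 5' probe sets of Gapdh, and as the main cause it needs r under -0.5. The Pearson r with the spread of signal among mice of 1 age was 0.222 (95% interval -0.29 to 0.635, r = -0.0435 without the 2 farthest arrays). For Actb r was 0.0449 with an interval of -0.445 to 0.514. Degradation cannot be excluded by these values, because the 3' minus 5' difference comes from the same signals as the spread. A narrow range can shrink both. A change lasting from 8 to 12 weeks was not excluded. The reciprocal LE genes had a median log2 fold change of -0.0158 from 4 to 12 weeks (standard deviation 0.301 over 175 genes). This lies 0.35 from that at 8 weeks. From 4 to 16 weeks their median was -0.288 and 140 genes were lower. The brightest decile of all genes also turned, with -0.49 from 4 to 8 weeks and 0.50 from 8 to 12 weeks. These values cannot decide, because the spread of signal was wider on average at 12 than at 8 weeks (exact permutation test, p = 0.00794, adjusted p = 0.0715). A range of signal that varies among arrays cannot be told apart from a change at 8 weeks, since the spread of signal itself was narrower on average at 8 than at 4 weeks (exact permutation test, p = 0.0476, adjusted p = 0.214), and the values go both ways: 2 of 10 reciprocal lists remained depleted after the trend on mean signal was removed and the median of the pooled reciprocal genes turned to 0.0374 with the spread of signal as a covariate, yet these genes kept a median of -0.22 without the trend (camera with a preset correlation, adjusted p = 0.000649, and 0.353 with the trend and an estimated correlation) and lay at the 0th percentile of matched random lists, which ignore the correlation among genes. The reciprocal mark was given by the study on arrays of these ages and this strain. The percentile and the median of these genes are thus not independent evidence against a range of signal. Age itself stays open.

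The clock genes Nr1d1, Nr1d2 and Dbp were lower at 8 than at 4 weeks, as was Bhlhe40, whereas Bhlhe41 was higher by 0.535 (adjusted p = 0.0382 from limma) and 12 of 17 clock genes were not called. Only 1 of 2 probe sets of Nr1d2 had a negative sign from 4 to 8 weeks. A difference in signal range cannot be told apart, because the median of Nr1d1, Nr1d2 and Dbp was -0.966 after the trend was removed, yet with the spread of signal as a covariate 0 of these 3 genes were called by limma, as their log2 fold changes went from -1.07, -1.6 and -1.52 to -0.774, -1.02 and -0.936 (standard errors 0.17, 0.301 and 0.37 before, 0.16, 0.259 and 0.354 after, adjusted p = 0.0705, 0.189 and 0.358) in a fit that called 16 genes in all, and the 8 genes of the Nr1d1 group had a median of 0.107 without the trend. Time of day at dissection cannot be told apart. The difference between the medians of clock genes of opposite phase and the Nr1d1 group was 0.0107 after the trend was removed. This value rests on medians over members that go both ways. Before the trend was removed the difference was 0.381 from 4 to 8 weeks and 0.742 from 12 to 16 weeks. The value of 0.0107 met the bound first written against time of day. After it was seen, the reading was changed because the members go both ways. Age was not tested as a cause.

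Xist was high and the Y-linked gene Eif2s3y was near the floor in all 20 arrays described as male. Eif2s3y was above the array's median in 0 of 20 arrays, as female mice in all 20 arrays would give. An exchange of only some labels for female mice would not give this. Uty, also Y-linked, lay between percentiles 30.8 and 59.4 and above the array's median in 2 of 20 arrays. Kdm5d lay between percentiles 12.4 and 31.2. The pattern was worded on Eif2s3y because Uty was not near the floor. Failing Y-linked probe sets would not account for Xist, whose percentile was 96.3 or higher in every array. The values of Xist and Eif2s3y restate the pattern itself, so they are not an independent test of these causes. Why the arrays and their description differ was not tested.

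Of 336 groups of 5 mice tested, 15 held 1 mouse far from the other 4, and chance gives about 1 in 20 groups. The gap to the nearest mouse as a share of the range was 0.718 for the median of replicate 5 at 4 weeks, 0.715 for T and NK cell genes in replicate 3 at 12 weeks, 0.714 for endoplasmic reticulum stress and secretory pathway genes in replicate 2 at 12 weeks and 0.737 for gap junction LE genes in replicate 1 at 16 weeks. It was 0.744 for Asph and 0.864 for Tmem82 in replicate 3 at 12 weeks, and 0.74 for Herpud1 and 0.76 for Klk1b16 in replicate 2 at 12 weeks. It was 0.82 for Tmem59 and 0.779 for Eif2s3y in replicate 5 at 4 weeks, and 0.867 for Tmem59 in replicate 1 at 16 weeks. For Dbp in replicate 4 and Postn in replicate 2 at 16 weeks it was 0.756 and 0.837, and for Septin7 and Abi1 in replicate 4 at 8 weeks 0.824 and 0.808.

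Gene groups among the 36 fixed lists also passed camera with a preset correlation. Some of them fall under themes of the paper, such as T and NK cell genes, B cell genes and the collagens among the fibroblast genes. With an estimated correlation 0 of these groups passed (lowest adjusted p = 0.52, 0.36 and 0.12 in the order of the periods). From 4 to 8 weeks the median log2 fold changes were 0.745 for granular convoluted tubule products, -0.819 for acinar secretory products, 0.209 for T and NK cell genes, 0.383 for B cell genes, -0.297 for fibroblast genes, -0.669 for ribosomal protein genes, -0.917 for endoplasmic reticulum stress and secretory pathway genes and -0.771 for mitochondrial oxidative phosphorylation genes. From 8 to 12 weeks they were 1.22 for tubule products, -0.133 for T and NK cell genes, -0.229 for B cell genes, -0.186 for skeletal muscle genes, 0.488 for clock genes, 0.647 for ribosomal protein genes, 0.714 for secretory pathway genes and 0.671 for oxidative phosphorylation genes. From 12 to 16 weeks they were -0.984 for tubule products, 0.164 for cell cycle genes, 0.137 for T and NK cell genes, 0.157 for skeletal muscle genes, -0.239 for clock genes, -0.987 for ribosomal protein genes, -1.01 for secretory pathway genes and -0.834 for oxidative phosphorylation genes.

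Other splits of the 10 mice tested whether chance can be excluded. For genes changed it was excluded from 4 to 8 weeks, with 1345 genes (highest other split 657), and from 12 to 16 weeks, with 35 (highest other 1), each with 1 of 100 splits as large. From 8 to 12 weeks 1 gene against 0 in the highest other split decides nothing. For LE lists from 8 to 12 weeks 17 lists were called, with 17 in the highest other split and 4 of 100 splits as large. As another split called as many lists as the real one, chance was not firmly excluded there. Chance was not excluded for the 15 LE lists from 4 to 8 weeks (highest other 34, 12 of 100 as large) or the 8 from 12 to 16 weeks (highest other 27, 24 as large). It was not excluded for the 11 fixed lists in each period (highest other 13, 14 and 19, with 10, 10 and 20 as large) or for the 4 pooled LE lists from 4 to 8 weeks (highest other 5, 56 as large). A split that called 27 LE lists where the real one called 8 points to a structure of the samples, whose cause was not tested.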

How the results depend on the processing

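The spread of signal as a covariate and the fit without 5 arrays (replicate 5 at 4 weeks, replicates 3 and 5 at 8 weeks, replicates 2 and 4 at 16 weeks) were chosen only after the results were seen. Results are given in the order of the periods 4 to 8, 8 to 12 and 12 to 16 weeks. The number of arrays limits the precision, and where no construction shows it the cause was not tested.

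Counts of 1345, 1 and 35 genes changed as follows. Median centring gave 2 from 8 to 12 weeks and cyclic loess 4. From 4 to 8 weeks the share of higher genes was 44.1% in the fit reported, 24.7% with cyclic loess, 55.3% with the mean of probe sets, 31.4% with the filter on dim genes, 55.9% with the q-value of SAM, 54.8% without replicate 3 at 4 weeks, 18.6% with array weights, 26.9% with a replicate block and 0% with a fit to 2 ages alone (limma). The mean of probe sets gave 0 and 18 in the last 2 periods (limma, adjusted p). A fit to 2 ages alone gave 2, 274 and 111, the q-value of SAM 5407, 1667 and 767, and array weights 210, 27 and 1164. Limma-trend with robust variances gave 2 and 23 in the last 2 periods, and each probe set on its own gave 2067 from 4 to 8 weeks. The covariate gave 16 and 2 in the first 2 periods, and the fit without 5 arrays gave 4 in the first and 9 in the last. Numbers do not pair the mice: with a replicate block 245 genes passed from 4 to 8 weeks and 15 from 12 to 16 weeks, and 4 of 20 arrays correlated best with arrays of their own number.

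Leaving out 1 mouse gave 14 to 2694, 1 to 225 and 9 to 1035 genes. From 4 to 8 weeks it was 20 without replicate 4 and 14 without replicate 5 at 4 weeks, and 2062, 790, 17, 2694 and 22 without replicates 1 to 5 at 8 weeks. From 8 to 12 weeks it was 2 without replicate 1 and 225 without replicate 4 at 8 weeks. From 12 to 16 weeks it was 13, 22, 13, 12 and 12 without replicates 1 to 5 at 12 weeks, and 1035, 9, 9 and 10 without replicates 1, 2, 4 and 5 at 16 weeks.

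Calls of 11 fixed lists in each period became 7, 5 and 4 with cyclic loess, 5 from 12 to 16 weeks with the filter, and 0, 0 and 0 with an estimated correlation. Fry gave 11, 5 and 2, of which only 5, 2 and 2 were among the 11 lists, so that 6 lists lost the call from 4 to 8 weeks and 9 in each later period. Removal of the trend gave 1 and 3 in the last 2 periods, the covariate 6 and 2 in the first 2, and the fit without 5 arrays 7 in the first and 7 in the last. Leaving out 1 mouse gave 9 to 13, 10 to 15 and 7 to 13 (7 without replicate 4 at 16 weeks). The 4 pooled LE lists called from 4 to 8 weeks became 0 with an estimated correlation, 0 with fry, 1 without the trend and 0 with the covariate, and stayed 4 without any 1 mouse. Gap junction LE genes gave no value under the filter, which left fewer than 5.

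Calls of 15, 17 and 8 LE lists became 3, 5 and 0 with cyclic loess, 4, 6 and 0 with the filter, 2, 0 and 0 without the trend, 0, 0 and 0 with camera and an estimated correlation, 1, 0 and 0 with the covariate and 7, 10 and 0 without 5 arrays. An adjusted p alone gave 41 and 42, and camera with a preset correlation 42 and 45, in the first 2 periods. The mean of probe sets gave 4 in the last. Leaving out 1 mouse gave 11 to 18, 13 to 18 and 4 to 11 (4 without replicate 4 at 12 weeks). The difference of 17.7 points between reciprocal and exclusive lists became 9.38 with cyclic loess, 6.67 with the filter, 46.5 with an adjusted p alone, 0 with camera and an estimated correlation, 55.5 with a preset one, 6.25 without the trend and 3.12 with the covariate, and ranged from 15 to 26.7 without 1 mouse (26.7 without replicate 3 at 8 weeks).

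Signs turned for these called results. Cyclic loess gave 0.00603 for focal adhesion and growth factor receptor genes and 0.0071 for ribosomal protein genes from 12 to 16 weeks, and removal of the trend 0.0228 for the latter. The mean of probe sets gave -0.0745 for Becn1 and 0.0076 for Tgfbr1 from 4 to 8 weeks. The covariate gave, from 4 to 8 weeks, 0.0393 for Insr and Igf1r signaling genes, 0.0628 for focal adhesion genes, 0.15 for ribosomal protein genes, 0.148 for oxidative phosphorylation genes, 0.0818 for innate immunity, 0.0393 for Insr and Igfr1, 0.0374 for reciprocal and 0.0557 for exclusive LE genes, and scores of 0.675 for insulin receptor signaling, 0.763 for response to nutrient levels and -0.715 for glutamate receptor activity. From 8 to 12 weeks it gave -0.141 for ribosomal protein and -0.0728 for oxidative phosphorylation genes, and scores of 0.513 for ionotropic glutamate receptor activity and 0.513 for ligand-gated ion channels. From 12 to 16 weeks it gave -0.0276 for ionotropic receptor genes, and scores of 0.937 for stress fiber, 0.839 for cell-cell adherens junction and 0.873 for focal adhesion kinase.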

Differences from the paper's values

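No test in this part was chosen only after the results were seen. The paper gives 43% as the share of GSs enriched at 8 weeks that became depleted in C57BL/6 mice, against 21.7% of lists here. Among the alternatives set before the data were examined, the share fell within 1.5 times of the paper's with an adjusted p alone (59.4%) and with camera at a preset correlation (60.9%). It did not with median centring (23.2%), cyclic loess (4.35%), the mean of probe sets (20.3%), the filter on dim genes (5.8%), the replicate block (20.3%), ranking by moderated t (18.8%) or by log2 fold change (14.5%), camera with an estimated correlation (0%), removal of the trend on mean signal (2.9%), or any mouse left out (15.9% to 26.1%). LE genes were tested here, lists held cut short were left out, and full GSs were not used here.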

Other observations

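The comparison of 16 with 4 weeks and the count of genes shared between periods were chosen only after the results were seen. Some claudin and connexin genes were lower at 8 than at 4 weeks, but neither group was called by camera with a preset correlation. Claudin and occludin genes had a median log2 fold change of 0.028 (adjusted p = 0.78 from camera). Connexin genes had a median of 0.102 (adjusted p = 0.846 from camera). Cldn10 fell by 1.86, Cldn7 by 1.17 and Cldn8 by 1.11 (adjusted p = 0.0229, 0.0429 and 0.0173 from limma), and Cldn16 rose by 0.63 (adjusted p = 0.034 from limma), so that 3 of 21 measured claudin and occludin genes were lower and 1 was higher (3 and 1 when adjusted over the list alone). Gjb1 fell by 1.301 and Gjb2 by 0.88 (adjusted p = 0.039 and 0.0407 from limma), the 2 of 14 connexin genes that were lower (2 when adjusted over the list alone). Gje1 was higher (adjusted p = 0.0387 from limma), with a signal of 2.00 at 4 weeks and 2.46 at 8 weeks, and whether this lies above background was not tested. Mki67 fell by 0.70 and Pcna by 1.16 (adjusted p = 0.0264 and 0.0207 from limma), the 2 of 29 cell cycle genes that were lower (2 when adjusted over the list alone).

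At 16 weeks 660 genes differed from 4 weeks, 92 higher and 568 lower. Of the genes that passed both from 4 to 8 and from 12 to 16 weeks, 15 of 16 had the same direction. From 8 to 12 weeks, 575 of the 593 genes higher at 8 weeks and 746 of the 752 lower ones had the opposite sign. Of the 1345 genes, 8 were still called in the same direction at 12 weeks and 385 at 16 weeks. The spread of signal averaged 1.675, 1.498, 1.641 and 1.511 at 4, 8, 12 and 16 weeks. A range of signal that varies among arrays thus cannot be told apart from age here.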
